# Rainbow Trout IgM^+^ B Cells Preferentially Respond to Thymus-Independent Antigens but Are Activated by CD40L

**DOI:** 10.3389/fimmu.2019.02902

**Published:** 2019-12-17

**Authors:** Aitor G. Granja, Pedro Perdiguero, Alba Martín-Martín, Patricia Díaz-Rosales, Irene Soleto, Carolina Tafalla

**Keywords:** teleost fish, B cells, IgM, extrafollicular responses, CD40L

## Abstract

In the absence of class switch recombination and germinal centers, the mechanisms through which B cells from teleost fish mount extrafollicular immunoglobulin M (IgM) memory responses remains mostly unexplored. In this report, we demonstrate that teleost IgM^+^ B cells respond to CD40L, a thymus-dependent activation signal, similarly to mammalian B2 cells. However, when stimulated with different types of antigens, fish IgM^+^ B cells only reach a general activation state in response to antigens cataloged as thymus-independent 1 (TI-1) in mammals, as established through both functional assays and RNA sequencing. Interestingly, fish IgM^+^ B cells remained completely unresponsive to TI-2 antigens, suggesting that the engagement of innate receptors provided by TI-1 antigens is required for the activation of teleost B cells. Finally, a synergy between CD40L and TI-1 antigens was also demonstrated, further supporting that there is no clear dichotomy between thymus-dependent and TI responses in teleost fish.

## Introduction

The classical dogma in mammalian immunology holds that B cell memory can only be achieved within germinal centers (GCs). For this, conventional B cells (B2 cells) are activated in response to thymus-dependent (TD) antigens within the lymphoid follicles, triggering the formation of GCs. Within these sites, the close interaction with T follicular helper cells stimulates B2 cells to divide and differentiate into antibody-secreting cells, reaching a terminal state of plasma cell (PC) or into memory B cells (1). Among the signals involved in T cell/B cell cooperation, the interaction between CD40 expressed on B cells and its ligand (CD40L) transitionally expressed on activated T cells, is of critical importance (2). In consequence, cross-linking of CD40 stimulates the formation of GCs and promotes B cell survival, proliferation and differentiation (2). Therefore, this TD pathway requires two signals, being “signal 1” that delivered through the B cell receptor (BCR) after recognition of the antigen, and “signal 2” the cognate help from T cells (mainly CD40 cross-linking) (3). Alternative to this TD response, mammals have additional thymus-independent (TI) pathways to elicit faster antibody responses that are mainly orchestrated by innate B cell subsets, mainly B1 cells or marginal zone (MZ) B cells. These TI responses do not require T cell cooperation but are activated by direct recognition of pathogen motifs or BCR stimulation (4). TI antigens have been classically classified as type 1 (TI-1) or type 2 (TI-2) depending on whether they can stimulate B cells in CBA/N mice, which have an X-linked immunological defect caused by deficiency in the kinase Btk (5). Thus, antigens that do not elicit responses in CBA/N mice are designated TI-2, while those that elicit antibody responses in the absence of Btk are cataloged as TI-1. TI-1 antigens provide a second signal via Toll-like receptors (TLRs) and include microbial products such as lipopeptides, lipopolysaccharide (LPS), microbial CpG DNA, viral RNA, or certain viral coat proteins (6). TI-2 antigens, on the other hand, are multivalent polysaccharides or large antigens with repetitive structures that can extensively cross-link the BCR (7). In this perspective, the established line of thought in mammalian immunology was that a long-term humoral immunological memory is established exclusively with T cell cooperation. However, in the light of recent investigations, it seems that mammals can acquire long-term immunological memory through alternative mechanisms that question this fixed dichotomy between TD and TI responses (7–12). Considering these studies, it now seems that there are multiples routes to achieve B cell memory in mammals (13) that include variations of the classically designated TD and TI responses.

The adaptive immune system arose approximately 500 million years ago in jawed fish. Thus, jawed fish (both cartilaginous and teleost fish) constitute the first animal group that expresses most of the essential elements needed to mount an adaptive immune response, while these elements are lacking in jawless vertebrates (14). In teleost fish, antibody responses are based on three immunoglobulin (Ig) isotypes, namely, IgM, IgD, and IgT, being the latter a fish-specific Ig (15) expressed on an independent B cell linage postulated as a dedicated mucosal cell type (16, 17). Although a role for IgT in systemic responses has also been reported in some studies (18–20), in teleost fish, in the absence of class switch recombination (CSR), systemic responses seem to rely exclusively on unswitched antibodies, predominantly IgM. On the other hand, teleost fish do not have lymph nodes or generate cognate GCs (21). These structural differences suggest that B cell responses in teleost could be assimilated to mammalian extrafollicular IgM responses. In this context, it becomes quite interesting to investigate how early vertebrates, such as rainbow trout (*Oncorhynchus mykiss*), respond to TI and TD antigens, or how different stimulatory signals synergize to activate B cells in these species. Thus, in this report, we demonstrate for the first time that fish IgM^+^ B cells respond to CD40L similarly to mammalian B2 cells, since incubation of splenocytes with recombinant rainbow trout CD40L upregulated the survival, proliferation, and promoted the differentiation of IgM^+^ B cells to PCs. Despite their capacity to respond to a cognate T cell signal such as CD40L, fish IgM^+^ B cells were only significantly activated by 2,4,6-trinitrophenyl hapten conjugated to LPS (TNP-LPS), an antigen cataloged as TI-1 in mammals, very faintly by a model TD antigen, while they remained completely unresponsive to TNP-Ficoll, an antigen classified as TI-2 in mammals. This differential response of fish B cells to TI-1 and TD antigens was further investigated through a complete transcriptomic analysis, which confirmed that although TD antigens promoted the regulation of specific immune pathways, an extensive cellular activation state was only achieved in response to a TI-1 antigen such as TNP-LPS. Finally, experiments in which CD40L was combined with TD and TI-1 revealed a synergy between CD40L and TI-1 antigens. Therefore, our results suggests that in teleost engagement of innate receptors such as TLRs is an essential step required for the activation of B cells. Furthermore, the fact that CD40L stimulation synergized with TI-1 responses further supports that there is not a clear dichotomy between TD and TI responses in teleost fish, whereas different degrees of activation are reached by B cells through the accumulation of different types of stimulatory signals.

## Materials and Methods

### Experimental Fish

Healthy specimens of female rainbow trout (*Oncorhynchus mykiss*) of ~50–70 g were obtained from Centro de Acuicultura El Molino (Madrid, Spain). Fish were maintained at the Animal Health Research Center laboratory at 16°C with a recirculating water system and 12:12 h light/dark photoperiod. Fish were fed twice a day with a commercial diet (Skretting, Spain). Before any experimental procedure, fish were acclimatized to laboratory conditions for 2 weeks, and during this period, no clinical signs were ever observed. The experiments described comply with the Guidelines of the European Union Council (2010/63/EU) and were previously approved by the Ethics committee from the Instituto Nacional de Investigación y Tecnología Agraria y Alimentaria (INIA; Code CEEA PROEX002/17).

### Reagents

Lipopolysaccharide (LPS) from *Escherichia coli* O26:B6, polyinosinic–polycytidylic acid (poly I:C), concanavalin A (ConA) from *Canavalia ensiformis*, collagenase type IV from *Clostridium histolyticum*, cytochalasin B from *Drechslera dematioidea* (cyto B), and benzocaine were purchased from Merck Millipore and used at concentrations previously described (22, 23). 2,4,6-Trinitrophenyl hapten conjugated to keyhole limpet hemocyanin (TNP-KLH), TNP-LPS, and TNP-Ficoll were acquired from LGC Biosearch Technologies. In all the experiments described in this study, these antigens were used at a concentration of 5 μg/ml, established after performing initial experiments with a wide dose range (data not shown).

### Leukocyte Isolation

Single-cell suspensions from spleen, skin, head kidney, gills, and intestine were prepared by pushing the tissues through 100 μm nylon cell strainers (BD Biosciences) with L-15 medium containing 100 IU/ml penicillin, 100 μg/ml streptomycin (P/S), 10 U/ml heparin, and 5% fetal calf serum (FCS) (Thermo Fischer Scientific). In the case of intestine and skin, before cell extraction, tissue samples were digested as previously described (23). All cell suspensions were then placed onto 30/51% Percoll (GE Healthcare) density gradients and centrifuged at 500 × *g* for 30 min at 4°C. Cells at the interface were collected, washed twice in L-15 medium containing P/S and 5% FCS, and adjusted to 2 × 10^6^ cells in the same media.

### Flow Cytometry and Cell Sorting

The anti-trout IgM [1.14 mAb mouse IgG1 coupled to fluorescein isothiocyanate or to allophycocyanin (APC), 1 μg/ml], the anti-trout major histocompatibility complex (MHC) II β-chain (mAb mouse IgG1 coupled to APC, 2 μg/ml), and the anti-trout CD8 (mAb rat IgG coupled to phycoerythrin, 7 μg/ml) used in this study have been previously characterized (23). Leukocytes were incubated with specific antibodies for 30 min on ice, washed three times with staining buffer (L-15 without phenol red containing 1% FCS), counterstained with 0.2 μg/ml 4′,6-diamidino-2-phenylindole (Sigma), to remove dead cells, and analyzed. In all cases, isotype controls for mouse mAbs were tested in parallel to discard unspecific binding of the Abs (fluorescein isothiocyanate-mouse IgG_1_ and APC-mouse IgG_1_, Biolegend). All samples were analyzed on a FACS Celesta™ flow cytometer (BD Biosciences) equipped with BD CellQuest™ Pro software following the gating strategy described in Figure S1A. In all cases, 20,000 events (live single cells) were acquired per sample. FACS sorting of IgM^+^ B cells, splenic T cells, or skin CD8^+^ dendritic cells (DCs) was performed on a FACSAria™ III flow cytometer (BD Biosciences) equipped with BD FACSDiva™ software as previously described (23, 24). The purity of the sorted samples was verified by flow cytometry as described in Figure S1B. All flow cytometry analyses were performed with FlowJo v10 (FlowJo, LLC. TreeStar).

### Real-Time PCR

To evaluate the levels of transcription of different immune genes in sorted leukocyte populations, DNase I-treated total RNA was reverse transcribed directly from FACS sorted populations using the Power SYBR Green Cells-to-Ct Kit (Invitrogen) following the manufacturer's instructions. Real-time PCR was performed using SYBR Green PCR core Reagents (Applied Biosystems) using specific primers (Table S1) and following the manufacturer's instructions as previously described (23).

### Production of Recombinant Rainbow Trout CD40L

The nucleotide sequence corresponding to the extracellular domain of one of the two rainbow trout CD40L sequences present in the rainbow trout genome (GenBank Accession number NP_001118138) together with an N-terminal 6x histidine tag was synthetized and subcloned into the E3 expression vector (Abyntek). The recombinant plasmid was transformed into BL21 cells, and a kanamycin-resistant single positive colony was then incubated at 37°C in Luria–Bertani media. When the OD_600_ reached 0.6, 0.1 mM of isopropyl β-d-thiogalactoside (Sigma Aldrich) was added to induce protein production. After 16 h, cells were harvested, lysed by sonication, and dissolved using urea. Thereafter, CD40L was obtained through the use of nickel columns (Sigma Aldrich). The CD40L-containing fractions were pooled and refolded. For the refolding, 0.5 M l-arginine was added to 4.5 ml of CD40L, and the protein was then dialyzed into 450 ml of 50 mM Tris–HCl, 150 mM NaCl, 10% glycerol, and 0.5 M l-arginine, pH 9.0. The dialysis was performed for 4 h using a 14 kDa cut-off dialysis membrane. At this point, the buffer was changed, and the protein was dialyzed for an additional 16 h. After dialysis, the sample was centrifuged at 13,000 rpm for 30 min and filtered through a 0.22-μm filter and packaged aseptically. Protein concentration was determined in a bicinchoninic acid protein assay (Thermo Fisher Scientific), and the recombinant rainbow trout CD40L (0.4 mg/ml) was aliquoted and stored at −80°C until use. The ToxinSensor^TM^ Chromogenic LAL Endotoxin Assay Kit (GenScript Inc.) was used to confirm the absence of LPS in the recombinant protein. An irrelevant protein with a similar molecular weight to that of recombinant CD40L (24.5 kDa), also bearing an N-terminal His tag, was produced in the same conditions and used as a functional control in preliminary experiments (C-His). CD40L was used in all experiments at 5 μg/ml after having established this as an optimal dose in initial experiments (data not shown). This dose of soluble CD40L is within the range of soluble CD40L doses used in previous mammalian studies (25, 26).

### B Cell Proliferation

The Click-IT^®^ EdU Alexa Fluor^®^ 488 Flow Cytometry Assay Kit (Life Technologies) was used to measure the proliferation of IgM^+^ B cells following manufacturer's instructions. Briefly, splenocytes were incubated with TNP-KLH, TNP-LPS, TNP-Ficoll, or CD40L, or left untreated (control) for 72 h at 20°C. Thereafter, 1 μM EdU was added to the cultures, and the cells were incubated for an additional 24 h. At this point, the cells were collected and stained with APC-anti-IgM mAb. Cells were then fixed, permeabilized, and incubated with specific reagents to detect the incorporation of EdU to the DNA of proliferating cells following the manufacturer's instructions. Samples were then analyzed by flow cytometry as described above.

### Calcium Flux

For calcium flux analysis, the calcium indicator Fluo-3 AM (Life Technologies) was used, following the manufacturer's instructions. Briefly, Fluo-3 was dissolved in dimethyl sulfoxide (Sigma-Aldrich) and further diluted in an equal volume of 20% (*w*/*v*) Pluronic^®^ F-127 (Life Technologies). Splenocytes were cultured in the presence or absence of TNP-KLH, TNP-LPS, TNP-Ficoll, or CD40L during 48 h. After the incubation period, cells were diluted in L-15 medium without FCS and incubated with Fluo-3 AM at a final concentration of 5 μM for 1 h. Cells were then collected and washed and a baseline reading for 30 s acquired in a FACSCalibur™ flow cytometer. Then, 0.5 μg/ml of APC-labeled anti-IgM were added to the tube and the emission of fluorescence (525 nm) determined for 180 s in gated IgM^+^ B cells from each sample following the strategy described in Figure S1C.

### ELISPOT

ELISPOT was used to quantify the number of total IgM-secreting B cells. For this, splenocytes were incubated with TNP-KLH, TNP-LPS, TNP-Ficoll, or CD40L, combinations of TNP antigens with CD40L, or left untreated (control) for 48 h at 20°C. Thereafter, cells were transferred to ELISPOT plates previously coated with an anti-IgM mAb and incubated for a further 24 h as previously described (23). Leukocytes from individual fish were added to the wells in triplicate at a concentration of 5 × 10^4^ cells per well. After 24 h of incubation at 20°C, cells were washed away five times with phosphate-buffered saline (PBS), and plates were blocked again with 2% bovine serum albumin in PBS for 1 h at room temperature (RT). After blocking, biotinylated anti-trout IgM mAb (clone 4C10) was added to the plates (1 μg/ml) and incubated for 1 h at RT. Following additional washing steps (five times in PBS), the plates were developed as previously described (23) and the number of spots in each well-determined using an AID iSpot Reader System (Autoimmun Diagnostika GMBH).

### Antigen Processing Capacity

To quantify the impact of CD40L on the capacity of IgM^+^ B cells to process antigens, the EnzChek protease Assay kit (Invitrogen) was used. For this, splenocytes were incubated with recombinant CD40L or left unstimulated during 72 h at 20°C. After this time, the cells were incubated with green fluorescent BODIPY DQ-casein at 5 μg/ml during 1 h. Afterwards, the cells were washed with FACS staining buffer three times and labeled with APC-anti-IgM mAb for 30 min at 4°C, washed again, and analyzed by flow cytometry as described above.

### RNA Extraction, Library Construction, and Sequencing

Total RNA was extracted from 1 × 10^5^ FACS isolated IgM^+^ B cells from control cultures or cultures stimulated with TNP-LPS or TNP-KLH (5 μg/ml) for 24 h using the RNAeasy micro kit (Qiagen). RNA concentration and RNA integrity (RIN) of each sample were measured on an Agilent 2100 Bioanalyzer (Figure S2). Total RNAs isolated from rainbow trout B cells showing RIN higher than 7 were used for library preparation and sequencing (Figure S2). The RNA-seq library preparation and sequencing was carried out by ZF-Genomics (Netherlands). Briefly RNA-seq libraries were prepared using the Truseq stranded total RNA kit (Illumina) including a unique index per sample. Libraries were pooled and sequenced together on an Illumina HiSeq 2500 sequencing system using single-read 50 bp (SR50) chemistry with a read depth of >10 million reads/sample.

### Short Reads Processing and Differential Expression Analysis

Raw sequence reads which passed Illumina quality controls were demultiplexed and adaptor trimmed using the Illumina pipeline. Reads from nine individual samples were mapped against the *O. mykiss* genome (27) available at http://www.genoscope.cns.fr. Mapping was performed using TopHat software on genome file *Oncorhynchus_mykiss*_chr_annot.gff adjusting parameters to a minimum intron length of 50, using a very sensitive option, the option coverage-based search for junctions disabled, and with the rest of option in default parameters. No mapped reads were ignored in successive analysis. Total read counts for each gene was merged using Samtools (28) and HTSeq for python (29). Read count normalization and differential expression analysis were performed using DESeq software (30). Three pair comparison were carried out, TNP-KLH stimulated IgM^+^ B cells vs. unstimulated IgM^+^ B cells, TNP-LPS stimulated IgM^+^ B cells vs. unstimulated IgM^+^ B cells, and TNP-LPS vs. TNP-KLH stimulated IgM^+^ B cells. A gene was considered as differentially expressed when the *p*-value adjusted for multiple testing with the Benjamini–Hochberg procedure (31) was <0.05. A normalized read count matrix was used to perform hierarchical clustering analysis using the Multiexperiment Viewer software (v4.9.0) (32). Genes were row normalized, and hierarchical clustering was constructed using Pearson correlation and the average linkage clustering method. Venn diagrams were constructed using the BioVenn software.

### Protein Assignment and Functional Annotation of Differentially Expressed Genes

Nucleotide sequences from genes showing expression were used as query for a BLASTx against two set of proteins. A comparison with RefSeq proteins from *O. mykiss* was carried out to assign the most updated protein description for the species. In parallel, a comparison with RefSeq proteins from a set of model species (*Homo sapiens, Mus musculus, Danio rerio, Macata mulata, Drosophila melanogaster*, and *Xenopus tropicalis*) was performed applying as threshold a minimum *E* value of 10^−5^. BLASTx results from this comparison were conducted with Blast2GO software (version V.2.7.2) (33) to identify and infer functional annotations including Gene Ontology (GO) terms from the three different GO ontologies categories (biological process, molecular function, and cellular component) as well as information relative to enzyme codes involve in metabolic pathways from Kyoto Encyclopedia of Genes and Genomes (KEGG). In addition, InterProScan software implemented in Blast2GO was used to compare sequences against protein families, domains, and functional sites from secondary databases, which were also used to infer functional annotation. Protein description was used to identify differentially expressed immune-relevant genes, which were grouped in PRRs; tumor necrosis factor superfamily (TNFSF), tumor necrosis factor and its soluble receptor (TNFSR), and related proteins, chemokines and chemokines receptors; cytokines, cytokine receptors, and related proteins; and interferon (IFN)-related proteins.

### Single Enrichment Analysis

Single enrichment (SE) analysis was performed in two different ways. On the one hand SE was carried out using GO term annotations previously assigned to differentially expressed genes with Blast2GO. GO term enrichment was analyzed using FatiGO (34) implemented in Blast2GO software. This program conducts a Fisher's exact test for 2 × 2 contingency tables to check for significant overrepresentation of GO annotations. GO term enrichment was evaluated by comparison of GO terms identified within genes overrepresented in stimulated IgM^+^ B cells vs. GO terms overrepresented in unstimulated IgM^+^ B cells for TNP-LPS and TNP-KLH stimulations. A GO term was considered significantly enriched when the *p* < 0.05. On the other hand, to be able to use molecular information from human databases, the best blast hit identified within *H. sapiens* proteins according BLASTx results, when occurred, was assigned to an *O. mykiss* gene. The protein accession number or the equivalent Entrez Gene ID was finally assigned using gene_info file from National Center for Biotechnology Information Gene FTP directory. Putative protein–protein interaction and KEGG pathways enrichment analysis was performed inferring human homology throughout String database (35). A pathway was considered significantly enriched when the *p*-value adjusted for multiple testing was <0.05. Human Entrez Gene IDs previously identified were also used for mapping genes against the different pathways from KEGG. Expression values from different genes identified along pathways were highlighted using Pathview web software (36).

### Statistical Analysis

Statistical analyses were performed using an ANOVA followed by a two-tailed Student's ***t***-test with Welch's correction when the *F* test indicated that the variances of both groups differed significantly. The differences between the mean values were considered significant on different degrees, where ^*^ means *p* ≤ 0.05, ^**^ means *p* ≤ 0.01, and ^***^ means *p* ≤ 0.005.

## Results

### Effect of CD40L on Teleost B Cells

Rainbow trout contain two different sequences in their genome that seem to correspond to CD40L homologs, sharing an 81.44% amino acid identity (Figure S3). Based on these results, in the current study, we focused on determining the levels of expression and the effects of one of these CD40L which was previously reported to be highly expressed in rainbow trout CD4^+^ T helper cells (37). Before determining the effect of CD40L on rainbow trout IgM^+^ B cells, we verified which leukocyte subsets were expressing this CD40L in this species. As expected, splenic T cells showed the highest transcription of CD40L, closely followed by skin CD8^+^ DCs, a subset of rainbow trout DCs recently identified (24). In contrast, CD40L transcription was not detected on resting IgM^+^ B cells from diverse sources (Figure 1A). To further investigate whether DCs and T cells had the capacity to regulate CD40L transcription upon activation, we incubated the corresponding leukocyte cultures with different activation signals and then FACS isolated DCs or T cells to determine CD40L transcription levels. Our results show that skin DCs significantly upregulated the expression of CD40L in response to LPS or poly I:C, while T cells upregulated the expression of CD40L in response to the T cell mitogen concanavalin A (ConA) (Figure 1A).

**Figure 1:**
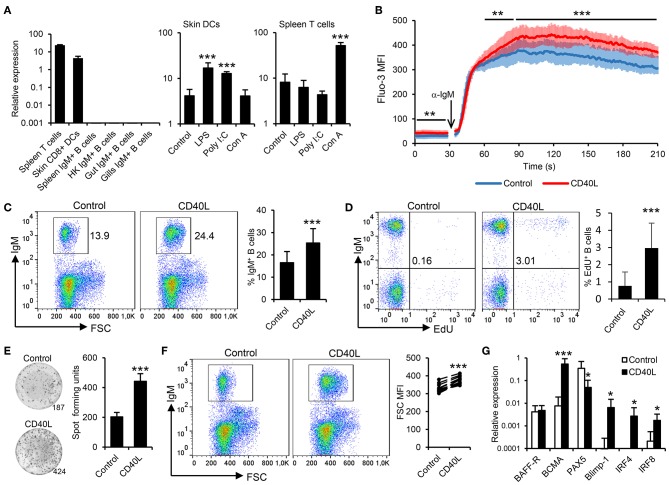
Trout IgM^+^ B cells are highly responsive to CD40L. **(A)** CD40L transcription levels were analyzed through real-time PCR in rainbow trout FACS-isolated leukocyte subsets. In some cases, cells were previously incubated for 18 h with lipopolysaccharide (LPS), poly I:C, concanavalin A (ConA), or with media alone (control). The relative expression to the endogenous control EF-1α was calculated and is shown as mean + SD (*n* = 6). Spleen leukocytes (*n* = 12) were incubated with CD40L (5 μg/ml) or control media alone at 20°C and diverse assays performed at different times poststimulation. **(B)** After 48 h, calcium flux was assayed upon BCR stimulation. Data are represented as mean fluorescence intensity (MFI) (solid line) ± SD (shaded areas) of intracellular Ca^2+^ levels in IgM^+^ B cells. **(C)** After 72 h, the percentage of live IgM^+^ B cells among the lymphocyte gate was determined. Representative dot plot and mean IgM^+^ B cell survival + SD are shown. **(D)** After 72 h, cells were labeled with EdU and incubated for a further 24 h. The percentage of proliferating (EdU^+^) IgM^+^ B cells were then determined. Representative dot plot and mean percentage of proliferating B cells within the IgM^+^ compartment + SD are shown. **(E)** After 72 h, an ELISPOT was conducted. Representative wells and quantification of spot forming cells are shown as mean + SD. **(F)** The size of the IgM^+^ B cell population was also measured after 72 h and calculated as MFI of FSC. Representative dot plot and MFI of FSC for each individual fish are shown. **(G)** After 24 h, IgM^+^ B cells were FACS isolated and RNA extracted to determine the transcription of specific genes relative to EF-1α. Results are shown as mean relative expression + SD. In all experiments, statistical differences were evaluated by a one-way ANOVA followed by a two-tailed Student's *t*-test, where ^*^p ≤ 0.05, ^**^p ≤ 0.01, and ^***^p ≤ 0.005.

To date, the effects of CD40L on teleost B cells have only been indirectly demonstrated (38). Thus, we generated rainbow trout recombinant CD40L and analyzed its function on trout splenic IgM^+^ B cells, following the gating strategy shown in Figure S1, acquiring 20,000 singlet live cells in all samples. First, we determined whether CD40L stimulation could influence the calcium response to BCR cross-linking. After 48 h of incubation with CD40L, the calcium flux triggered after BCR engagement was significantly increased on IgM^+^ B cells when compared to untreated cells (Figure 1B). In addition, incubation of splenocytes cultures with CD40L provoked a significant accumulation of IgM^+^ B cells after 72 h (Figure 1C), since IgM^+^ B cells accounted for ~16% in untreated splenocyte cultures, while they constituted more than 25% in CD40L-stimulated cultures. To clarify whether this accumulation was a consequence of CD40L-mediated increased B cell survival or proliferation, proliferation assays were conducted that verified that CD40L alone was capable of inducing the proliferation of a significant subset of IgM^+^ B cells (Figure 1D).

We next determined whether CD40L by itself was also able to elicit the differentiation of B cells into IgM-secreting cells, namely, plasmablasts or plasma cells. To this end, we performed an ELISPOT assay, which revealed that CD40L significantly augmented the number of IgM-secreting cells in splenocyte cultures after 3 days (Figure 1E). As expected during a B cell differentiation process, the increase in the number of IgM-secreting cells was accompanied by a significant increase in cell size, as determined by flow cytometry (Figure 1F). This general increase in cell size correlated with a significant increase in the percentage of IgM^+^ B cells cataloged as large cells (Figure S4). All these results, pointed to a CD40L-mediated differentiation program to plasmablasts/plasma cells. To further confirm this, we compared the levels of transcription of several marker genes in both CD40L-stimulated and untreated IgM^+^ B cells. Our results show that in response to CD40L, IgM^+^ B cells significantly downregulated the expression of the transcription factor Pax5 and upregulated the messenger RNA (mRNA) levels of the transcription factors Blimp1 and IRF4 as well as those of the B cell maturation antigen (Figure 1G). In mammals, this transcriptional profile is indicative of a terminal differentiation of B cells to plasma cells (39–41). Surprisingly, whereas IRF4 is involved in plasma cell differentiation, in mammals, it antagonizes with IRF8 during the B cell differentiation process, as IRF8 promotes the differentiation of B cells to GC B cells (41). In rainbow trout, CD40L upregulated both IRF4 and IRF8 transcription (Figure 1G), suggesting that there could be differences in the role that these factors play during the B cell differentiation process, although these regulations should also be verified at protein level.

In mammals, CD40L also has the capacity to increase the antigen presenting capacities of B cells (42). Hence, we investigated the effects of CD40L on the antigen processing and presentation capacities of fish IgM^+^ B cells. Our results clearly show that CD40L significantly increased the levels of surface MHC II on IgM^+^ B cells (Figure 2A). In correlation with these results, CD40L was also shown to increase the transcription levels of not only MHC II but also of the costimulatory molecules CD83 and CD80/86 (Figure 2B). Furthermore, CD40L significantly augmented the capacity of fish IgM^+^ B cells to process antigens, as the percentage of cells able to process DQ-casein, a self-quenched form of fluorescently labeled casein, significantly increased after treatment with CD40L, as did the mean fluorescence intensity (MFI) derived from the degradation of the antigen (Figure 2C). This effect was blocked when cells were coincubated with CD40L in the presence of cytochalasin D, known to inhibit the antigen processing machinery in B cells (43).

**Figure 2:**
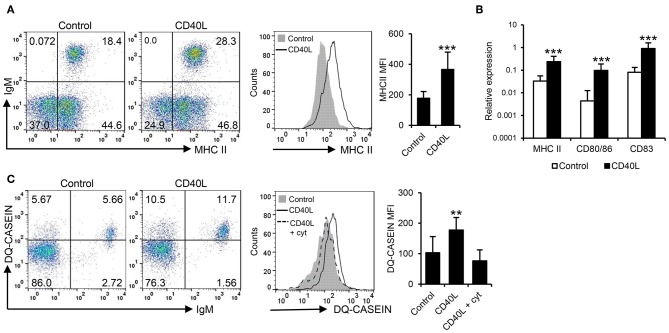
CD40L regulates the antigen presenting capacities of trout IgM^+^ B cells. Spleen leukocytes (*n* = 12) were incubated with CD40L (5 μg/ml) or control media alone at 20°C and different assays performed at different times poststimulation. **(A)** After 72 h, cells were labeled with anti-trout IgM and anti-trout MHC II mAbs. Representative dot plots and histogram showing MHC II expression levels on IgM^+^ B cells from one fish is shown together with a quantification of major histocompatibility complex II (MHC II) mean fluorescence intensity (MFI) values, shown as mean + SD. **(B)** After 24 h, IgM^+^ B cells were FACS isolated and the transcription levels of MHC II, CD80/86, and CD83 relative to EF-1α calculated for each sample and shown as mean + SD. **(C)** After 72 h, the capacity of IgM^+^ B cells to process DQ-casein was also analyzed by flow cytometry. Representative dot plots and histogram and quantification shown as mean + SD are included. In all experiments, statistical differences were evaluated by a one-way ANOVA followed by a two-tailed Student's *t*-test, where ^**^p ≤ 0.01 and ^***^p ≤ 0.005.

### Effect of TD and TI Antigens on Teleost B Cell Activation

Having established that rainbow trout splenic IgM^+^ B cells strongly respond to CD40L stimulation, we decided to evaluate how these cells responded to antigens defined as TD or TI on the basis of their capacity to stimulate B cells in the absence of T cell help. To carry this out, we used TNP-KLH as a TD model antigen and TNP-LPS and TNP-Ficoll as TI-1 and TI-2 model antigens, respectively. Of course, it has to be taken into consideration that the classification of antigens as TI-1 and TI-2 is not only based on their structure but also on the effects they exert on mammalian models, still not knowing whether their mechanisms through which they signal are the same in teleost fish. After incubating splenocytes with either of these antigens for 48 h, we observed a strong increase in the calcium flux triggered by BCR engagement in cells that had been previously exposed to TNP-LPS when compared to untreated cells (Figure 3A). This increased responsiveness of the BCR was also observed to a lower extent on TNP-KLH-treated cells but was never shown in cells stimulated with TNP-Ficoll (Figure 3A). We next analyzed the capacity of the different antigens to promote the proliferation of splenic IgM^+^ B cells. Paralleling the results observed in the calcium flux assays, a significantly increased proliferation of IgM^+^ B cells in response to TNP-LPS was clearly visible (Figure 3B). Although significant, the lymphoproliferative capacities of TNP-KLH were much lower, while no proliferation was observed in response to TNP-Ficoll (Figure 3B). To assess whether these antigens could induce the differentiation of rainbow trout IgM^+^ B cells, we performed an ELISPOT assay after 3 days of incubation. In this case, only TNP-LPS was capable of significantly augmenting the number of IgM-secreting cells in the cultures, whereas no effect was seen in response to TD or TI-2 antigens (Figure 3C). Similarly, only TNP-LPS was capable of increasing the levels of surface MHC II expression on IgM^+^ B cells (Figure 3D and Figure S5). These data suggest that TI-1 antigens exhibit superior capacities to activate and promote the differentiation of trout IgM^+^ B cells.

**Figure 3:**
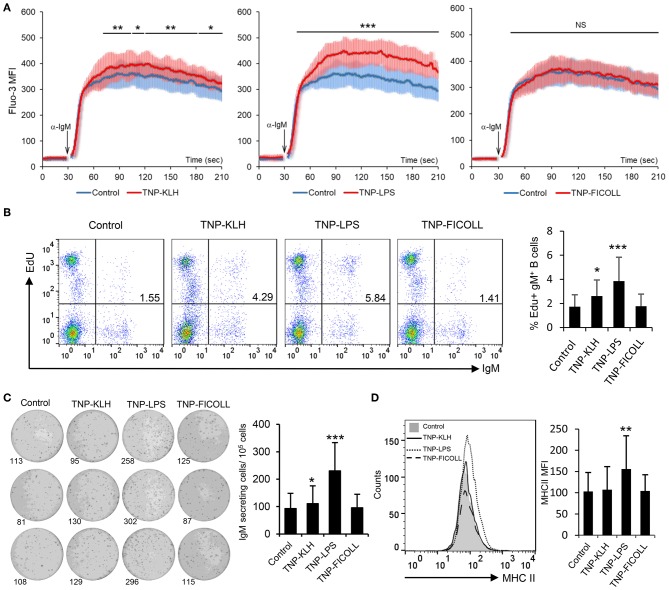
Effect of thymus-dependent (TD) and thymus-independent (TI) antigens on teleost B cell activation. Spleen leukocytes (*n* = 6) were incubated with 2,4,6-trinitrophenyl hapten conjugated to keyhole limpet hemocyanin (TNP-KLH), TNP conjugated to lipopolysaccharide (TNP-LPS), and TNP-Ficoll (5 μg/ml) or left unstimulated (control) at 20°C and different assays performed at different times poststimulation. **(A)** After 48 h, calcium flux was assayed upon B cell receptor (BCR) stimulation. Data are represented as mean fluorescence intensity (MFI) (solid line) ± SD (shaded areas) of intracellular Ca^2+^ levels in IgM^+^ B cells. **(B)** After 72 h, cells were labeled with EdU and incubated for a further 24 h. The percentages of proliferating (EdU^+^) IgM^+^ B cells among the total lymphocyte population were then determined. Representative dot plot and mean percentage of proliferating B cells within the IgM^+^ compartment + SD are shown. **(C)** After 72 h, an ELISPOT was conducted. Representative wells and quantification of spot forming cells are shown as mean + SD. **(D)** After 72 h, cells were labeled with anti-trout IgM and anti-trout major histocompatibility complex II (MHC II) mAbs. Representative histogram showing MHC II expression levels on IgM^+^ B cells from one fish is shown together with a quantification of MHC II MFI values, shown as mean + SD. Statistical differences were evaluated by a one-way ANOVA followed by a two-tailed Student's *t*-test, and asterisks denote significant differences in stimulated cultures compared to control cultures, where ^*^p ≤ 0.05, ^**^p ≤ 0.01, and ^***^p ≤ 0.005. NS, nonsignificant.

### Transcriptomic Responses to TI-1 and TD Antigens of Isolated Splenic IgM^+^ B Cells

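B cells carrying IgM were sorted from spleen cultures of rainbow trout of 50 to 70 g that had been kept for 24 h alone, with TNP-KLH, or with TNP-LPS. TNP is the hapten 2,4,6-trinitrophenyl, KLH is a large foreign protein from a mollusc, and LPS is a bacterial cell wall component, so both antigens carry the same hapten on different carriers. The antigens were given to the cultures at 5 µg/ml, and RNA from 100000 sorted cells, with an integrity number above 7, was made into stranded libraries and sequenced as single reads of 50 nt. The 3 conditions have 3 libraries each, 9 in all, numbered 1 to 3 within each condition. The deposited values are raw counts of reads per gene for 46585 genes of the Genoscope trout genome annotation, made by the authors with TopHat, SAMtools and HTSeq; gene positions are not in the files, and the paper's text gives neither these versions nor the strand setting of the counting. Total counts ranged from 8080787 in TNP-LPS replicate 1 to 12164154 in control replicate 3. Genes with at least 5 reads in at least 1 library were kept, 31691 in all, and counts were scaled by the trimmed mean of M-values (TMM). A single model of the 3 conditions was fitted to all 9 libraries, and genes were called at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; both antigens were compared with the same 3 control libraries. Levels are given below as CPM (mean ± SD, n = 3), and fold changes are on the log2 scale with their standard error (SE). A second fit took the replicate number as a block, and its values stand beside a result where they change the call or move a count by more than 1.5-fold. Where libraries were left out, the fits had no block. Duplicated trout genes may share reads, which the counts cannot resolve. Intervals cover counting error only, and each p measures the spread between these libraries, since the paper's text does not state that the replicates came from separate fish.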

To further investigate the differential effects exerted by TD and TI-1 antigens on trout IgM^+^ B cells, RNA sequencing (RNA-seq) was performed on FACS isolated splenic IgM^+^ B cells that had been stimulated with TNP-KLH or TNP-LPS for 24 h, or on control unstimulated splenic IgM^+^ B cells. Total RNAs isolated from rainbow trout IgM^+^ B cells showing RNA integrity numbers (RIN) higher than 7 according to the bioanalyzer results were used for library preparation and sequencing (Figure S2). A total of 150 million reads were obtained, with an average of 16.6 million reads per sample. 

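The most abundant transcript was heat shock protein 70b (GSONMG00064818001), which encodes a chaperone that refolds damaged protein. It took 4.19% ± 2.203 of all counts in control cells, 4.37% ± 1.98 with TNP-KLH and 2.36% ± 1.71 with TNP-LPS (mean ± SD, n = 3). Next came a gene for elongation factor 1-alpha (GSONMG00049489001), which brings charged transfer RNA to the ribosome, and it took 0.666% ± 0.133 in control cells. A transcript of the AP-1 transcription factor (GSONMG00081321001), an early response gene, took 0.342% ± 0.221 in control cells, 0.326% ± 0.203 with TNP-KLH and 0.263% ± 0.162 with TNP-LPS. The gene for the chemokine CCL4 (GSONMG00080018001), which attracts other leukocytes, stood among the most abundant transcripts with 0.728% ± 0.501 of counts in TNP-LPS cells, against 0.0605% ± 0.0306 in control cells. The 19 hemoglobin genes kept, which mark erythrocytes, took 0.703% (95% Wilson interval 0.698 to 0.709%) of counts in control replicate 2 and 0.228% (95% Wilson interval 0.225 to 0.231%) in TNP-KLH replicate 2. In every other library they took less, from 0.00282% (95% Wilson interval 0.00252 to 0.00315%) in TNP-LPS replicate 3 to 0.0366% (95% Wilson interval 0.0354 to 0.0378%) in TNP-LPS replicate 2. The counts sum to 87886770 over the 9 libraries. Of the genes kept, 29357 carry a description other than uncharacterized.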

After mapping a total of 87 million reads against *O. mykiss* genome, genes reaching five reads in at least one sample were maintained, identifying 31,691 genes expressed in *O. mykiss* IgM^+^ B cells. To investigate which cellular processes were triggered in IgM^+^ B cells in response to stimulation, a differential expression analysis was performed between stimulated and unstimulated IgM^+^ B cells, as well as between cells stimulated with the different antigens. DESeq results highlighted a total of 1,441 genes showing significant differences in their transcript levels in at least one of the comparisons carried out (Figure 4A and Table S2). 

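The genes that changed included enzymes that attach lipids, sugars or phosphate groups to proteins or remove them. A palmitoyltransferase of the ZDHHC8 type (GSONMG00081574001), which attaches lipid anchors to proteins, fell with TNP-LPS to 0.715 ± 0.386 from 23.6 ± 5.69 CPM in control cells (mean ± SD, n = 3), while TNP-KLH cells had 7.88 ± 2.32. Against control its log2 fold change was −5.07 (SE 0.43, adjusted p = 2.34e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A C-mannosyltransferase of the DPY19L3 type (GSONMG00026055001), which adds mannose to proteins in the endoplasmic reticulum, rose with TNP-LPS (log2 fold change 2.71, SE 0.33, edgeR adjusted p = 5.90e-04). A pair of genes for the catalytic subunit PP1-beta of a serine/threonine phosphatase also rose with TNP-LPS, GSONMG00054547001 with log2 fold change 3.43, edgeR adjusted p = 3.80e-04, and GSONMG00009032001 with log2 fold change 3.13, edgeR adjusted p = 6.68e-04. A glycosyltransferase that extends keratan sulfate chains, B3GNT7-like (GSONMG00007180001), fell (log2 fold change −5.49, edgeR adjusted p = 5.05e-04). Across the comparisons of TNP-LPS with control, TNP-KLH with control and TNP-LPS with TNP-KLH, 5323 of the 31691 genes were called in at least 1, and 10218 with the replicate block. The authors' deposited DESeq comparisons call 1441 genes, and 1188 of these were among the 5323. Among the genes those tables call after TNP-LPS, 1157 of 1330 were also called by edgeR, and after TNP-KLH 64 of 211, with 0 called in the opposite direction in either comparison. With the replicate block, 1329 and 206 of the same genes were called.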

Interestingly, the fact that several genes show the same description seems to correspond to homolog genes originated after the whole-genome duplication event that took place in salmonids within the last 100 million years, as previously reported (44). Although some of the homolog genes generated through this late duplication event have been demonstrated to have diverged slightly in their function (44), it should be noted that they usually showed a high correlation in gene expression (Table S2), as previously reported during analysis of the rainbow trout genome (27).

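Copies of a gene moved together more often than unrelated genes, and a few pairs moved apart. A pair of copies of the chemokine receptor CCR7, which guides lymphocytes to lymphoid tissue, stood at 175 ± 44.8 (GSONMG00017247001) and 69.1 ± 18.5 (GSONMG00049598001) CPM with TNP-LPS, against 33.8 ± 9.28 and 11.9 ± 2.09 in control cells (mean ± SD, n = 3). Copies of cyclin-dependent kinase 4, which drives cells into the cell cycle, split with TNP-LPS: GSONMG00012312001 rose (log2 fold change 1.53, adjusted p = 5.56e-04) and GSONMG00064208001 fell (log2 fold change −2.004, adjusted p = 0.00283) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nucleophosmin, a chaperone of ribosome assembly in the nucleolus, had 1 copy that fell (GSONMG00026405001, log2 fold change −0.81, edgeR adjusted p = 0.0216) and another that rose (GSONMG00030121001, log2 fold change 2.45, edgeR adjusted p = 2.34e-04). Among the genes of Table S2, 198 descriptions carried by more than 1 gene gave 324 pairs, with a median correlation of 0.954 across the 9 libraries, against 0.369 for random pairs of those genes. Their fold changes had the same sign in 94.8% of pairs for TNP-LPS and for TNP-KLH, against 55.5% and 55.2% of random pairs; the genes of Table S2 were chosen on these samples. Over all genes kept, 6222 shared descriptions gave 18117 pairs with a median correlation of 0.434, against 0.0171 for random pairs, and the same sign in 70.0% of pairs for TNP-LPS and 63.6% for TNP-KLH. Of 1250 pairs with both copies called after TNP-LPS, 1211 changed in the same direction and 39 in opposite directions, and with the replicate block 2711 and 207 of 2918 pairs did. Copies here are genes with a shared description, so family members are not told apart from duplicates, and descriptions carried by many genes were left out. All pairs within a description were counted, so 1 gene can stand in several pairs, as GSONMG00078482001 does among the 39. Genes are not independent replicates, and copies that share reads are not told apart from copies that change together.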

**Figure 4:**
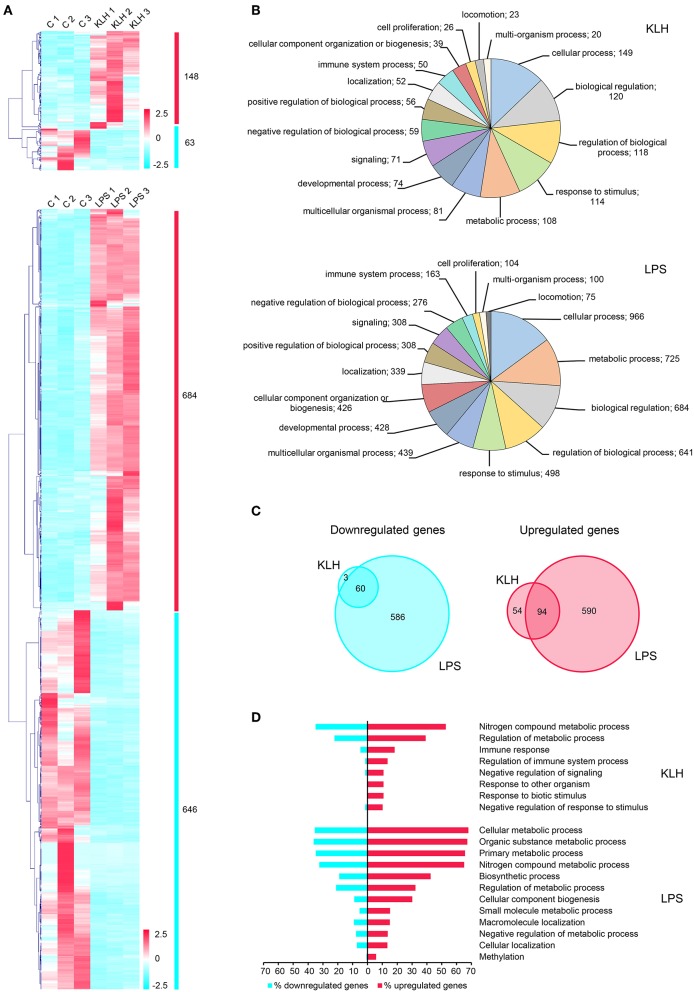
Global analysis of differentially expressed genes in TNP-LPS and TNP-KLH stimulated B cells. **(A)** Clustering analysis of differentially expressed genes in TNP-LPS and TNP-KLH stimulated IgM^+^ B cells. Genes were row normalized and hierarchical clustering constructed using Pearson correlation and the average linkage clustering method. **(B)** Pie chart showing the number of differentially expressed genes in TPN-KLH or TNP-LPS annotated with different Gene Ontology (GO) terms at level 2 of biological process category. **(C)** Venn diagram showing the number of upregulated and downregulated genes for each treatment. Intersections show the number of differentially expressed genes shared between both stimulations. **(D)** Single enrichment analysis between upregulated and downregulated genes for each treatment. Bars show the percentage of genes identified for each GO term at level 3 from biological process category, which showed a significant enrichment (*p* < 0.05) in upregulated genes.

As expected from the results obtained in our functional studies, TNP-LPS provoked transcriptional changes in a larger number of genes when compared to TNP-KLH (Figure 4A). Thus, a total of 1,330 genes were significantly modulated in TNP-LPS-stimulated IgM^+^ B cells when compared to unstimulated IgM^+^ B cells, identifying 684 upregulated and 646 downregulated genes (Figure 4A). In contrast, TNP-KLH provoked transcriptional changes in a lower number of expressed genes, with only 148 upregulated and 63 downregulated genes when compared to unstimulated IgM^+^ B cells (Figure 4A). 

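TNP-LPS gave higher levels than TNP-KLH of a ZC3H12C gene and of glycine dehydrogenase, and lower levels of NDRG1 and of a pair of lipid importer genes. A pair of genes for the ribonuclease ZC3H12C, which degrades messenger RNAs of inflammatory cytokines, reached 53.1 ± 43.5 (GSONMG00082119001) and 21.3 ± 16.4 (GSONMG00082120001) CPM with TNP-LPS, against 7.48 ± 3.71 and 2.76 ± 0.444 with TNP-KLH (mean ± SD, n = 3). The first was higher in the direct comparison of the antigens with a log2 fold change of 2.82 (SE 0.55, adjusted p = 0.0313 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Glycine dehydrogenase (GSONMG00071663001), which feeds glycine into one-carbon metabolism, was also higher with TNP-LPS than with TNP-KLH (log2 fold change 2.21, edgeR adjusted p = 0.0254). In the opposite direction, NDRG1 (GSONMG00039939001), which is induced when cells stop growing, had a level of 0.124 ± 0.214 with TNP-LPS, 3.41 ± 0.818 with TNP-KLH and 15.8 ± 6.33 in control cells (log2 fold change −4.44, SE 0.76, edgeR adjusted p = 0.0254 between the antigens). A pair of lysophosphatidylcholine symporter genes, which take up lipid, were lower with TNP-LPS than with TNP-KLH, GSONMG00051264001 with log2 fold change −4.52, edgeR adjusted p = 0.0157 and GSONMG00023958001 with log2 fold change −4.13, edgeR adjusted p = 0.0250. In this direct comparison 673 genes were higher and 236 lower with TNP-LPS, and 2692 higher and 1883 lower with the replicate block. The balance turned over in other fits, with 59 higher and 232 lower by the authors' p over the genes kept, 71 and 273 of those with a mean count of at least 10, and 13 and 32 by edgeR with only these 2 groups. Without any 1 of the TNP-KLH libraries, or without TNP-LPS replicate 1 or 2, 0 genes were higher and 0 to 4 lower, and without control replicate 1 or TNP-LPS replicate 3 there were 169 or 258 higher and 126 or 129 lower; without control replicate 3, 309 were higher, and every direct call of edgeR named beside these results is subject to this. With the libraries numbered 2 left out in every condition, 0 genes were called (4883 at an unadjusted p under 0.05 with all libraries, and 1591 higher and 730 lower by DESeq2).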

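TNP-LPS raised genes for a calcium sensor and a chain of amino acid transporters, and lowered genes for a phosphatase, a vitamin D receptor and an actin assembly factor. Copine-4 (GSONMG00007469001), which binds membranes when calcium rises, rose to 21.3 ± 12.7 CPM from 0.267 ± 0.378 in control cells (mean ± SD, n = 3), and its log2 fold change was 6.12 (SE 0.79, adjusted p = 8.14e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A gene annotated as hearing impairment protein 5-like (GSONMG00010828001), a gasdermin relative, had the largest rise among called genes with a mean of at least 20 normalized counts (log2 fold change 6.54, SE 1.29, edgeR adjusted p = 0.00719). The heavy chain 4F2hc (GSONMG00055081001), which carries amino acid transporters to the cell surface, also rose (log2 fold change 4.87, edgeR adjusted p = 0.0109). A phosphatase of the PTPN22 type (GSONMG00022978001), which restrains antigen receptor signalling, fell to 0.0309 ± 0.0536 from 5.56 ± 0.814 (log2 fold change −6.81, SE 0.65, edgeR adjusted p = 2.43e-04). The vitamin D receptor gene VDRB (GSONMG00081045001) and formin-2 (GSONMG00005957001), an actin assembly factor, had 0 counts in all 3 TNP-LPS libraries, and against a floor of 3 counts over the group they were at least 23.7-fold and 23.4-fold lower. Ictacalcin (GSONMG00064289001), a calcium-binding protein of the S100 type, was at least 34.4-fold lower on the same floor, a call kept only without control replicate 3 (highest edgeR adjusted p = 0.113). In all 3181 genes were higher and 2133 lower with TNP-LPS than in control cells, 4364 of them at least 2-fold, and with the replicate block 5167 and 4489. Without TNP-LPS replicate 2 the genes lower numbered 1238, and without all 3 libraries numbered 2 there were 1743 higher and 756 lower. Erythrocyte markers moved with this comparison: in a fixed list of 28 genes the median log2 fold change was −3.44 (limma's camera adjusted p = 0.0100 and adjusted p = 0.793 with an estimated correlation), with 0 genes higher and 1 lower, and 24 lower with the replicate block, and without the 3 libraries numbered 2 the median was −0.45.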

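TNP-KLH raised genes for a BATF-type transcription factor, a vitamin transporter and a signalling phosphatase, and lowered fewer genes, among them enzymes of lipid handling. A transcription factor of the BATF type (GSONMG00032340001), which controls antibody class switching in mammalian B cells, rose from 5.63 ± 1.203 CPM in control cells to 59.4 ± 17.6 with TNP-KLH and 71.7 ± 36.9 with TNP-LPS (mean ± SD, n = 3). The TNP-KLH log2 fold change was 3.40 (SE 0.41, adjusted p = 0.0259 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sodium-dependent multivitamin transporter SMVT (GSONMG00070698001), which imports biotin, rose with TNP-KLH (log2 fold change 2.88, SE 0.53, edgeR adjusted p = 0.0450), a call lost without any 1 of the 9 libraries (highest edgeR adjusted p = 0.162). The phosphatase DUSP7 (GSONMG00025523001), which switches off ERK kinases, and PHLDB3 (GSONMG00056555001), a membrane-binding protein, rose with log2 fold change 2.77, edgeR adjusted p = 0.0321, and log2 fold change 2.64, edgeR adjusted p = 0.0397. A pair of FAM214A genes, GSONMG00057483001 and GSONMG00024414001, fell, the first with log2 fold change −2.35, edgeR adjusted p = 0.0359. Phospho1 (GSONMG00072624001), a phosphatase of phospholipid head groups, and CROT (GSONMG00042438001), which handles fatty acids in peroxisomes, fell with log2 fold change −2.31, edgeR adjusted p = 0.0379, and log2 fold change −2.01, edgeR adjusted p = 0.0359. In all 241 genes were higher and 37 lower with TNP-KLH than in control cells, 1918 and 1340 with the replicate block and 1007 and 417 by DESeq2, so the share of called genes that were higher was 86.7% by edgeR. Without TNP-LPS replicate 1 there were 302 genes higher and 53 lower, and without any other single library 0 or 1 higher and 0 lower. Every TNP-KLH call of edgeR without the block that is named beside these results is subject to this. Libraries were left out only in fits without the block, so the calls made with the block were not tested this way.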

A functional annotation in GO terms was assigned to differentially expressed transcripts using Blast2GO software, allocating one biological process category (level 2) to each transcript. This analysis revealed that 50 genes among those differentially expressed in response to TNP-KLH were annotated as related to “immune system process,” while 163 genes differentially expressed upon TNP-LPS stimulation fell into this category (Figure 4B). 

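TNP-LPS lowered genes of the B cell receptor and of B cell identity, among them BLNK, a CD79 chain and COE1. In antigen presentation, CD83 rose with both antigens and CD80 fell with TNP-LPS. The adaptor BLNK (GSONMG00016155001), which links the B cell receptor to calcium signalling, stood at 25.6 ± 8.93 CPM with TNP-LPS, 99.0 ± 22.5 with TNP-KLH and 172 ± 67.2 in control cells (mean ± SD, n = 3). Against control it fell with TNP-LPS (log2 fold change −2.75, SE 0.38, adjusted p = 0.00109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A CD79 gene (GSONMG00053375001), a signalling chain of the B cell receptor, fell (log2 fold change −2.14, edgeR adjusted p = 5.88e-04), as did COE1 (GSONMG00027230001), a transcription factor that maintains the B cell program (log2 fold change −1.58, edgeR adjusted p = 0.00403). In a fixed list of B cell receptor and identity genes with TNP-LPS, edgeR called 0 of 103 genes higher and 11 lower (0 and 10 adjusted over the list alone, 1 and 23 with the replicate block), with limma's camera adjusted p = 0.00106 and adjusted p = 0.590 with an estimated correlation. For this list with TNP-KLH, edgeR called 0 of 103 genes (9 at an unadjusted p under 0.05, 0 higher and 3 lower by DESeq2, 2 and 7 with the replicate block, 0 adjusted over the list alone). CD83 (GSONMG00012647001), an activation marker that stabilizes MHC class II on the surface, rose with both (TNP-LPS log2 fold change 1.13, edgeR adjusted p = 0.0125, and TNP-KLH log2 fold change 1.297, edgeR adjusted p = 0.0497), its TNP-KLH call kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.187). In contrast, CD80 (GSONMG00053379001), a ligand that costimulates T cells, fell with TNP-LPS (log2 fold change −2.64, edgeR adjusted p = 0.0352), a call kept only without control replicate 3 or TNP-LPS replicate 1 (highest edgeR adjusted p = 0.1198). Among the antigen presentation genes, edgeR called 1 of 16 genes higher and 1 lower (1 and 1 adjusted over the list alone, 5 and 2 with the replicate block) with TNP-LPS, and edgeR called 1 of 16 genes higher and 0 lower (1 and 0 adjusted over the list alone, 3 and 0 with the replicate block) with TNP-KLH. MANF (GSONMG00009523001), a secreted factor of the endoplasmic reticulum, was the member of the plasma cell list that rose with TNP-LPS (log2 fold change 1.498, edgeR adjusted p = 0.0176), a call lost without control replicates 2 or 3 or TNP-LPS replicate 1 (highest edgeR adjusted p = 0.0563). This list shares 6 genes with the list of interferon regulatory factors, so the tests of these lists are not independent. Of the plasma cell genes, edgeR called 1 of 17 genes higher and 0 lower (1 and 0 adjusted over the list alone, 7 and 0 with the replicate block) with TNP-LPS. Their TNP-LPS test gave limma's camera adjusted p = 0.273, or 0.0156 with the replicate block, and with an estimated correlation adjusted p = 0.824, or 0.213 with the replicate block. After TNP-KLH stimulation edgeR called 0 of 17 genes (2 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 7 and 0 with the replicate block, 0 adjusted over the list alone), and their test gave limma's camera adjusted p = 0.00955 and adjusted p = 0.491 with an estimated correlation. Marker genes of T cells and NK cells gave 1 lower of 23 with TNP-LPS, the costimulatory receptor CD28 (GSONMG00053086001, log2 fold change −1.77, edgeR adjusted p = 0.0123, lost without TNP-LPS replicate 2, highest edgeR adjusted p = 0.0546), and 7 lower with the replicate block.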

Other differentially expressed genes were ascribed to categories such as metabolic process, cellular process, biological regulation, or response to stimulus. In all these cases, the number of genes differentially expressed in response to TNP-LPS in each category was always higher than that observed in response to TNP-KLH (Figure 4B). 

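TNP-LPS raised genes for a ribosomal protein, a chaperone of secreted glycoproteins, an enzyme that removes peroxides and a DNA helicase subunit. The ribosomal protein SA gene (GSONMG00017258001), part of the small ribosomal subunit, reached 58.7 ± 28.2 CPM with TNP-LPS against 26.6 ± 12.3 with TNP-KLH and 9.45 ± 3.80 in control cells (mean ± SD, n = 3). For TNP-LPS the log2 fold change was 2.63 (SE 0.50, adjusted p = 0.00615 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the cytosolic ribosomal proteins, edgeR called 19 of 175 genes higher and 0 lower (15 and 0 adjusted over the list alone, 33 and 2 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 0.00107 and adjusted p = 0.861 with an estimated correlation. Over all 31691 genes edgeR called 3181 higher and 2133 lower with TNP-LPS, and 5167 and 4489 with the replicate block. The share of ribosomal proteins called higher by edgeR lay near the share over all genes, and list counts are to be read beside it. With TNP-KLH their median log2 fold change was −0.24 (limma's camera adjusted p = 3.14e-04 and adjusted p = 0.742 with an estimated correlation), and edgeR called 0 of 175 genes (7 at an unadjusted p under 0.05, 4 higher and 0 lower by DESeq2, 4 and 1 with the replicate block, 0 adjusted over the list alone). Between TNP-LPS and TNP-KLH, edgeR called 9 of 175 genes higher and 0 lower (38 and 0 adjusted over the list alone, 55 and 0 with the replicate block). Calnexin (GSONMG00054167001), which folds glycoproteins in the endoplasmic reticulum, rose with TNP-LPS (log2 fold change 2.67, edgeR adjusted p = 0.00230). In the list of protein processing and secretion genes that holds it, edgeR called 17 of 89 genes higher and 2 lower (19 and 2 adjusted over the list alone, 35 and 3 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 9.84e-04 and adjusted p = 0.764 with an estimated correlation. With TNP-KLH, in that list, edgeR called 0 of 89 genes (10 at an unadjusted p under 0.05, 3 higher and 0 lower by DESeq2, 7 and 1 with the replicate block, 0 adjusted over the list alone), with limma's camera adjusted p = 6.52e-04 and adjusted p = 0.631 with an estimated correlation. The thioredoxin reductase TXNRD2 (GSONMG00028889001), a mitochondrial enzyme that removes peroxides, rose with TNP-LPS (log2 fold change 2.13, edgeR adjusted p = 5.24e-04). Among genes of the Nrf2 and oxidative stress response, edgeR called 9 of 60 genes higher and 1 lower (12 and 1 adjusted over the list alone, 26 and 3 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 0.00497 and adjusted p = 0.764 with an estimated correlation. For them with TNP-KLH, edgeR called 0 of 60 genes (9 at an unadjusted p under 0.05, 4 higher and 0 lower by DESeq2, 12 and 1 with the replicate block, 4 and 0 adjusted over the list alone), with limma's camera adjusted p = 0.00421 and adjusted p = 0.631 with an estimated correlation. The DNA helicase subunit MCM2 (GSONMG00038273001), which opens replication origins, rose with TNP-LPS (log2 fold change 1.76, edgeR adjusted p = 0.00182). In its list of DNA replication and cell cycle genes, edgeR called 15 of 124 genes higher and 5 lower (15 and 5 adjusted over the list alone, 27 and 19 with the replicate block) with TNP-LPS, and edgeR called 0 of 124 genes (14 at an unadjusted p under 0.05, 3 higher and 1 lower by DESeq2, 9 and 4 with the replicate block, 0 adjusted over the list alone) with TNP-KLH.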

Despite the strong divergence between the responses to the two stimuli, 60 genes were commonly downregulated and 94 commonly upregulated in response to both TNP-LPS and TNP-KLH (Figure 4C and Table S2). 

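Nearly every gene that edgeR called with TNP-KLH was called in the same direction with TNP-LPS, among them HSPA4 and B4GALT4. The chaperone gene HSPA4 (GSONMG00056361001), which helps HSP70 release its clients, rose with both antigens to 12.3 ± 1.57 CPM with TNP-KLH and 28.8 ± 1.79 with TNP-LPS, from 3.07 ± 0.680 in control cells (mean ± SD, n = 3). Its log2 fold changes were 1.997 with TNP-KLH (adjusted p = 0.0259) and 3.22 with TNP-LPS (adjusted p = 2.34e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The galactosyltransferase B4GALT4, GSONMG00050110001, fell with both (TNP-LPS log2 fold change −2.48, edgeR adjusted p = 4.90e-04, and TNP-KLH log2 fold change −2.01, edgeR adjusted p = 0.0259). Both antigens raised 238 genes and lowered 37, and 0 genes changed in opposite directions, so 275 of the 278 genes called with TNP-KLH (98.9%) were called in the same direction with TNP-LPS. From the numbers of calls alone, 24.2 genes higher and 2.49 lower with both were expected (Fisher's exact test, p = 1.15e-235 and 3.24e-44). Both comparisons use the same control libraries, which these numbers leave out, so part of the excess over them may come from the shared controls, and 20 simulations of unchanged groups with shared controls were made. The covariance of the fold changes across genes was 0.985, against 0.405 (range 0.379 to 0.428) in the simulations, a difference of 0.580. These simulations leave out the pairing of libraries by replicate number, and no paired value of the covariance was made. Of the 278 genes, 127 also differed between the antigens, of which 117 rose with TNP-KLH and were higher still with TNP-LPS, and 1 rose with TNP-KLH and was lower with TNP-LPS (with the replicate block 1676 of 3258, of which 1015 and 111). With the replicate block 1723 genes were higher and 1262 lower with both, with 8 in opposite directions, and by DESeq2 971 and 403. By the authors' p over the genes kept, 99 were higher and 61 lower with both, and 55 higher and 4 lower with TNP-KLH alone. Without any 1 library other than TNP-LPS replicate 1 there were 0 or 1 genes higher and 0 lower with both, since the TNP-KLH calls were lost.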

Single enrichment analysis further highlighted several functionalities that were significantly increased in both treatments (Figure 4D). Whereas, the stimulation with TNP-LPS resulted in a significant increase in genes involved in general cell metabolism identifying GO terms as “cellular metabolic process,” “organic substance metabolic process,” “primary metabolic process,” “nitrogen compound metabolic process,” or “biosynthetic process,” the stimulation with TNP-KLH showed an enrichment in GO terms related to “immune response,” “regulation of immune system process,” “negative regulation of signaling,” or “response to biotic stimulus” (Figure 4D). These results suggest that although TNP-KLH is able to regulate a group of genes related to the recognition of the stimulus and subsequent immune response, it is not capable to trigger on its own the complete activation/differentiation transcriptomic profile that is achieved in response to TNP-LPS that implies an extensive alteration of the cellular metabolism. However, it is interesting to highlight that 57 genes significant modulated in response to TNP-KLH were not significantly modified by TNP-LPS (54 upregulated and 3 downregulated) (Table S3), demonstrating that the lower effects of TNP-KLH on trout IgM^+^ B cells are not a result of an insufficient stimulation, but rather of a differential response.

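TNP-LPS raised most of the genes that make ribosomes and charge transfer RNAs, and TNP-KLH raised a part of them, among them DDX27, fibrillarin and valine-tRNA ligase. The helicase DDX27 (GSONMG00001884001), which processes ribosomal RNA, stood at 20.0 ± 1.15 CPM in control cells, 60.7 ± 7.23 with TNP-KLH and 145 ± 12.3 with TNP-LPS (mean ± SD, n = 3). It had a log2 fold change of 2.86 with TNP-LPS (SE 0.20, adjusted p = 2.34e-04) and 1.602 with TNP-KLH (SE 0.19, adjusted p = 0.0259) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fibrillarin (GSONMG00011154001), which methylates ribosomal RNA, rose with both as well (TNP-LPS log2 fold change 2.74, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.47, edgeR adjusted p = 0.0259). In the fixed list of ribosome biogenesis genes, edgeR called 139 of 172 genes higher and 2 lower (145 and 5 adjusted over the list alone, 146 and 4 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 6.72e-69 and adjusted p = 0.0333 with an estimated correlation, 0.128 with the replicate block. The same list with TNP-KLH gave limma's camera adjusted p = 1.95e-41 and adjusted p = 0.0857 with an estimated correlation, and edgeR called 34 of 172 genes higher and 0 lower (114 and 1 adjusted over the list alone, 114 and 1 with the replicate block). Valine-tRNA ligase (GSONMG00028601001), which charges transfer RNA with valine, rose with both (TNP-LPS log2 fold change 2.22, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.34, edgeR adjusted p = 0.0259). For the aminoacyl-tRNA synthetases, edgeR called 52 of 77 genes higher and 0 lower (55 and 0 adjusted over the list alone) with TNP-LPS, with limma's camera adjusted p = 4.35e-31 and adjusted p = 0.0272 with an estimated correlation, 0.0943 with the replicate block. Their TNP-KLH test gave limma's camera adjusted p = 2.58e-19 and adjusted p = 0.0857 with an estimated correlation, and edgeR called 11 of 77 genes higher and 0 lower (42 and 1 adjusted over the list alone, 43 and 0 with the replicate block). Mitochondrial elongation factor G (GSONMG00079507001), which moves ribosomes in mitochondria, rose with both (TNP-LPS log2 fold change 2.64, edgeR adjusted p = 2.75e-04, and TNP-KLH log2 fold change 1.77, edgeR adjusted p = 0.0309). Among the translation factors with TNP-LPS, edgeR called 86 of 151 genes higher and 0 lower (107 and 1 adjusted over the list alone), with limma's camera adjusted p = 1.62e-27 and adjusted p = 0.0995 with an estimated correlation. For the same list with TNP-KLH, edgeR called 9 of 151 genes higher and 0 lower (39 and 1 adjusted over the list alone, 50 and 0 with the replicate block), with limma's camera adjusted p = 3.98e-12 and adjusted p = 0.280 with an estimated correlation. Mortalin (GSONMG00077339001), a mitochondrial chaperone, rose with TNP-LPS (log2 fold change 2.84, edgeR adjusted p = 1.87e-04). Of the chaperone genes, edgeR called 54 of 162 genes higher and 6 lower (61 and 7 adjusted over the list alone, 69 and 12 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 2.00e-09 and adjusted p = 0.118 with an estimated correlation. With TNP-KLH the chaperone test gave limma's camera adjusted p = 1.49e-07 and adjusted p = 0.242 with an estimated correlation, and edgeR called 15 of 162 genes higher and 0 lower (28 and 1 adjusted over the list alone, 49 and 3 with the replicate block). Comparing TNP-LPS with TNP-KLH directly, 79 ribosome biogenesis genes and 14 synthetase genes were higher with TNP-LPS and 0 lower, and 137 and 48 were higher with the replicate block. The TNP-KLH counts rest on calls kept only without TNP-LPS replicate 1 when libraries were left out in turn, in fits without the block. Of the 172 ribosome biogenesis genes 81 are in Table S2, and of the 77 synthetase genes 18 are. The paper's called genes had been seen when the lists were written, so these list tests are not independent of them.

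**Figure D1:**
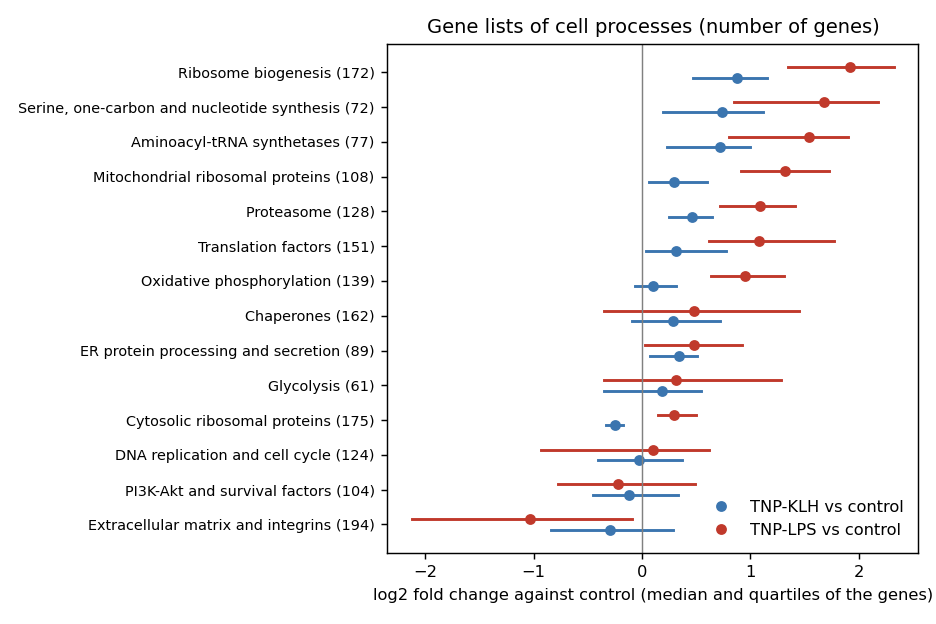
Median and quartiles of the log2 fold change against control for the genes of 14 fixed process lists, TNP-KLH in blue and TNP-LPS in red. The median of the ribosome biogenesis genes is 0.88 with TNP-KLH and 1.92 with TNP-LPS.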

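Fold changes after TNP-KLH followed those after TNP-LPS across genes. The proteasome activator PSME3 (GSONMG00013072001), which opens the proteasome in the nucleus, rose from 11.2 ± 0.579 to 63.5 ± 17.7 CPM with TNP-LPS (log2 fold change 2.504, SE 0.24, adjusted p = 2.43e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stood at 25.0 ± 2.91 with TNP-KLH (log2 fold change 1.16, SE 0.23, edgeR adjusted p = 0.0536, or 0.00142 with the replicate block). For BOP1 (GSONMG00021111001), which assembles the large ribosomal subunit, the values were 27.3 ± 2.403 with TNP-LPS and 9.37 ± 0.878 with TNP-KLH against 5.17 ± 0.141 in control cells (TNP-LPS log2 fold change 2.39, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 0.85, edgeR adjusted p = 0.0702, or 0.0140 with the replicate block). Across all 31691 genes the fold changes had a Pearson correlation of 0.735 and a Spearman correlation of 0.755, against 0.487 (range 0.472 to 0.506) and 0.448 in simulations of unchanged groups with shared controls. The sign was the same for 78.3% of genes, against 66.4% in the simulations. The simulations leave out the pairing of libraries by replicate number, and no paired values of these measures over all genes were made. These are correlations across genes, which are not independent replicates. From the categories of genes that changed with each antigen, the paper proposes that TNP-KLH stimulates trout B cells without starting the complete program of changes seen with TNP-LPS, which it says implies an extensive change of metabolism.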

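Genes that the authors' tables call with TNP-KLH and not with TNP-LPS had fold changes of the same sign with both antigens in nearly every case. Strawberry notch homolog 2 (GSONMG00018960001), a transcriptional regulator, stood at 76.0 ± 17.1 CPM in control cells, 265 ± 48.9 with TNP-KLH and 132 ± 22.3 with TNP-LPS (mean ± SD, n = 3). It was the 1 gene of this set that edgeR without the block called with TNP-KLH and not with TNP-LPS (log2 fold change 1.8003, adjusted p = 0.0266 with TNP-KLH, and 0.80, adjusted p = 0.0527, or 0.00667 with the replicate block, with TNP-LPS, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between the antigens it had log2 fold change −1.001, edgeR adjusted p = 0.0654, or 0.00425 with the replicate block. Histone deacetylase 7 (GSONMG00003440001), which represses genes in lymphocytes, rose with TNP-KLH (log2 fold change 2.38, edgeR adjusted p = 0.0259) and with TNP-LPS (log2 fold change 1.41, edgeR adjusted p = 0.0156, lost without control replicate 1 or TNP-LPS replicate 3, highest edgeR adjusted p = 0.0588). For the receptor-interacting kinase RIPK3 (GSONMG00062440001), which can start necroptosis, the values were TNP-KLH log2 fold change 1.45, edgeR adjusted p = 0.448, or 2.36e-04 with the replicate block, TNP-LPS log2 fold change 0.40, edgeR adjusted p = 0.761, and between the antigens log2 fold change −1.05, edgeR adjusted p = 0.574, or 9.38e-04 with the replicate block. The kinase JAK1 (GSONMG00063970001), which signals below cytokine receptors, had TNP-KLH log2 fold change 2.81, edgeR adjusted p = 0.0641, or 2.43e-04 with the replicate block, and TNP-LPS log2 fold change 1.41, edgeR adjusted p = 0.132, or 0.00521 with the replicate block. The set holds 56 genes, 53 higher and 3 lower in the authors' tables, and 1 further gene is called in opposite directions by the 2 tables. For 54 of the 56 (96.4%) the sign was the same with TNP-LPS, where the change was smaller for 46, with a median log2 fold change of 1.58 against 1.87 with TNP-KLH and a median difference of −0.54. In the simulations of unchanged groups the 56 genes with the smallest TNP-KLH p had the same sign in 91.0% of cases (range 78.6 to 98.2%), since both changes use the same controls. In simulations that also keep the pairing by replicate number the range was 83.9 to 98.2%, or 89.3 to 100% with the replicate block. By edgeR 10 were called with TNP-KLH, 14 with TNP-LPS in the same direction, and 0 in the direct comparison of the antigens (8 at an unadjusted p under 0.05). With the replicate block 53 were called with TNP-KLH, 42 with TNP-LPS in the same direction and 18 in the direct comparison, all 18 lower with TNP-LPS; the set was chosen on these samples, so its direction is not independent evidence. Over all genes, edgeR called 3 higher and 0 lower with TNP-KLH and not with TNP-LPS (188 and 77 with the replicate block, 36 and 14 by DESeq2), and 1 of the 3 differed between the antigens (98 of the 265 with the replicate block).

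**Figure D2:**
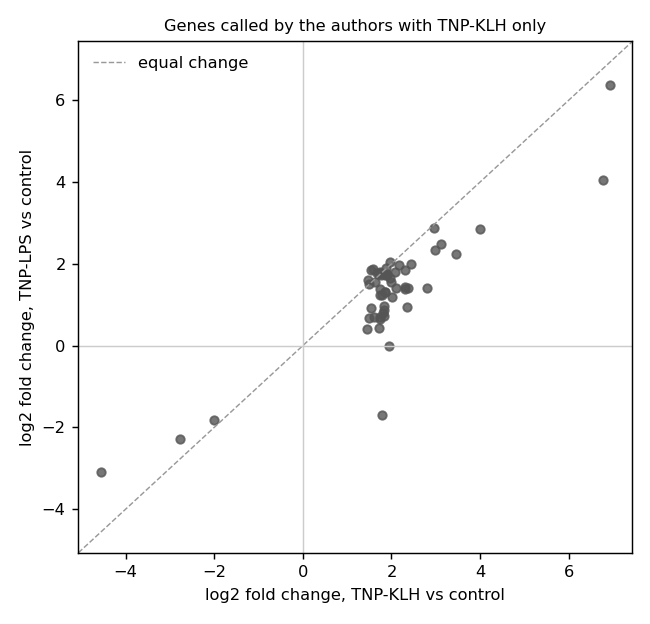
Log2 fold change against control for the 56 genes, TNP-KLH on the x axis and TNP-LPS on the y axis, with a dashed line where both changes are equal. The median is 1.87 with TNP-KLH and 1.58 with TNP-LPS.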

### Analysis of Differentially Expressed Immune Genes in Isolated IgM^+^ B Cells Stimulated With TI-1 or TD Antigens

As stated before, many of the genes differentially regulated in IgM^+^ B cells in response to TNP-LPS or TNP-KLH corresponded to genes that code for elements of the immune system (Table S2). Among them, we focused on those that are particularly relevant to B cell activation processes, namely pattern-recognition receptors; members of the TNFα family of ligands and receptors and associated molecules; chemokines and chemokine receptors; cytokines, cytokine receptors, and related proteins; and interferon (IFN) related proteins (Figure 5).

**Figure 5:**
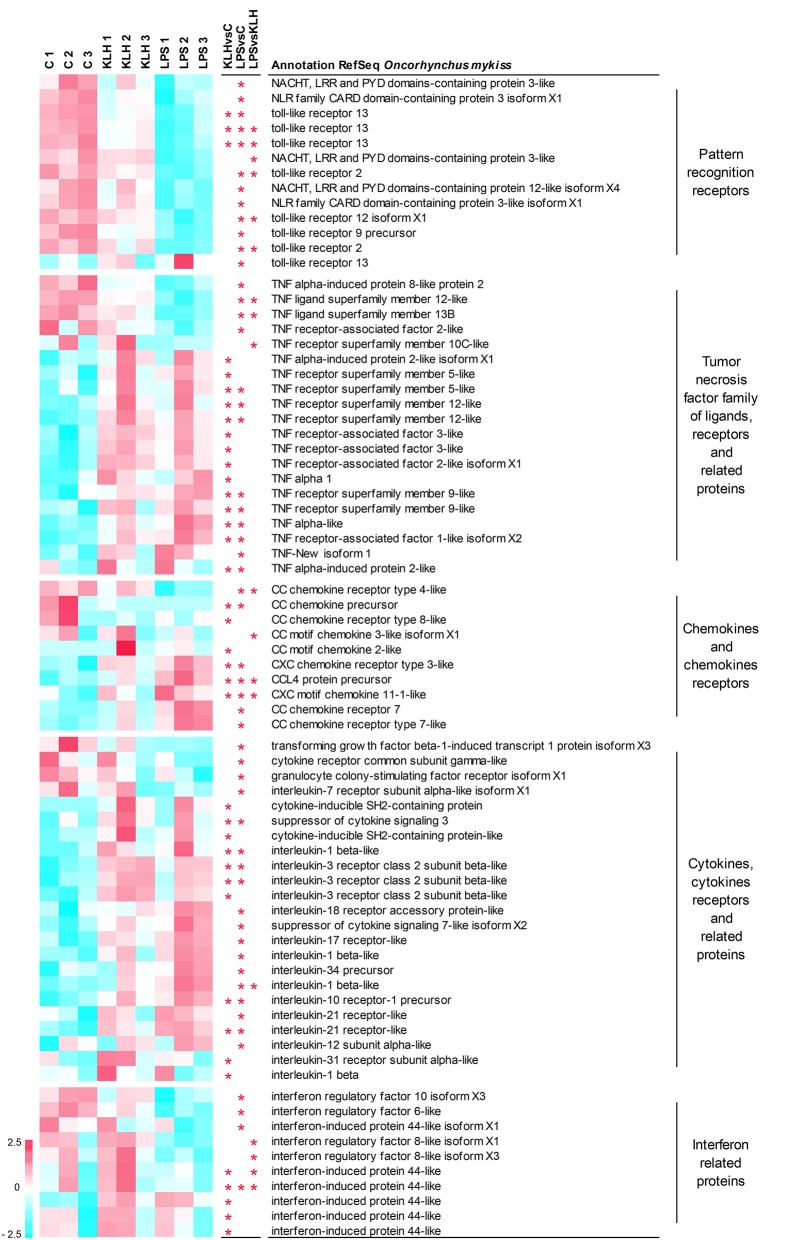
Clustering analysis of differentially expressed genes in TNP-LPS and/or TNP-KLH stimulations related to different immune-relevant groups. Genes were row normalized and hierarchical clustering constructed using Pearson correlation and the average linkage clustering method. Genes were grouped in pattern recognition receptors; tumor necrosis factor family of ligands, receptors, and related proteins; chemokines and chemokines receptors; cytokines, cytokine receptors, and related proteins; and interferon related proteins. Central columns highlight genes showing significant differential expression (FDR *p* < 0.05) when TNP-KLH was compared to Control (KLHvsC), TNP-LPS to Control (LPSvsC), or TNP-LPS to TNP-KLH (LPSvsKLH).

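Genes for TLR2, TLR9 and TLR13-like receptors, which sense microbial products at the cell surface or in endosomes, fell with TNP-LPS. TLR2 (GSONMG00020614001), which binds bacterial lipoproteins, stood at 29.6 ± 13.1 CPM in controls, 12.7 ± 3.64 with TNP-KLH and 1.85 ± 0.601 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS it fell, with a log2 fold change of −3.99 (SE 0.43, adjusted p = 3.60e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TLR9 (GSONMG00026650001), which binds bacterial DNA, also fell with TNP-LPS (log2 fold change −2.06, edgeR adjusted p = 0.00318). So did 3 TLR13-like genes, whose mammalian relative binds bacterial ribosomal RNA, with log2 fold changes of −3.65 (GSONMG00021584001, edgeR adjusted p = 9.13e-04), −3.67 (GSONMG00041579001, edgeR adjusted p = 3.60e-04) and −3.55 (GSONMG00054145001, edgeR adjusted p = 4.00e-04). A further TLR13-like gene (GSONMG00037155001) had log2 fold change 2.57, SE 0.90, edgeR adjusted p = 0.0823, or 3.44e-04 with the replicate block, with 16.2 ± 19.1 CPM against 2.74 ± 1.66 in control cells. In a fixed list of toll-like receptors with TNP-LPS, edgeR called 0 of 22 genes higher and 8 lower (1 and 9 adjusted over the list alone, 2 and 10 with the replicate block), with limma's camera adjusted p = 4.26e-06 and adjusted p = 0.0595 with an estimated correlation. For TNP-KLH edgeR called 0 of 22 genes higher and 1 lower (0 and 5 adjusted over the list alone, 2 and 7 with the replicate block), with limma's camera adjusted p = 0.00317 and adjusted p = 0.264 with an estimated correlation. The gene called with TNP-KLH was the TLR13-like gene GSONMG00054145001 (log2 fold change −1.99, edgeR adjusted p = 0.0456), a call kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.186).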

A total of 13 genes among those differentially expressed in response to either TNP-LPS or TNP-KLH in comparison to untreated cells were identified as pattern-recognition receptors, including eight sequences identified as TLRs and five sequences recognized as NOD-like receptors (Figure 5). Nearly all of these genes showed a significant decrease in their transcript levels upon TNP-LPS stimulation that was not observed in response to TNP-KLH (Figure 5). 

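NLRP3-like, NLRC3-like and NLRP12-like genes, relatives of mammalian receptors that sense damage or restrain inflammation in the cytosol, fell with TNP-LPS. An NLRP3-like gene (GSONMG00036772001) stood at 39.9 ± 7.2004 CPM in controls, 34.8 ± 5.18 with TNP-KLH and 10.7 ± 1.26 with TNP-LPS (mean ± SD, n = 3), with a TNP-LPS log2 fold change of −1.89 (SE 0.22, adjusted p = 4.53e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TNP-KLH its values were log2 fold change −0.20, edgeR adjusted p = 0.787, and it was lower with TNP-LPS than with TNP-KLH (log2 fold change −1.699, edgeR adjusted p = 0.0176). An NLRC3-like gene (GSONMG00006142001) fell with TNP-LPS (log2 fold change −2.21, edgeR adjusted p = 5.49e-04) and was lower than with TNP-KLH (log2 fold change −1.46, edgeR adjusted p = 0.0275). TLR12 (GSONMG00041203001), a sensor of parasite profilin in mice, fell as well (log2 fold change −3.67, edgeR adjusted p = 0.00142) and was lower than with TNP-KLH (log2 fold change −2.65, edgeR adjusted p = 0.0300). The second TLR2 gene (GSONMG00005983001) fell with TNP-LPS (log2 fold change −4.55, edgeR adjusted p = 8.48e-04), had TNP-KLH log2 fold change −1.25, edgeR adjusted p = 0.305, or 0.00799 with the replicate block, and was lower in the direct comparison (log2 fold change −3.297, edgeR adjusted p = 0.0276). The NLRP12-like gene (GSONMG00025564001) had TNP-LPS log2 fold change −2.02, edgeR adjusted p = 0.00286, TNP-KLH log2 fold change −0.63, edgeR adjusted p = 0.478, and between the antigens log2 fold change −1.39, edgeR adjusted p = 0.0564, or 5.49e-04 with the replicate block. Of the NOD-like receptors with TNP-LPS, edgeR called 0 of 124 genes higher and 28 lower (0 and 31 adjusted over the list alone, 3 and 44 with the replicate block), with limma's camera adjusted p = 9.95e-09 and adjusted p = 0.128 with an estimated correlation. With TNP-KLH, edgeR called 0 of 124 genes (10 at an unadjusted p under 0.05, 0 higher and 2 lower by DESeq2, 2 and 8 with the replicate block, 0 adjusted over the list alone). In the direct comparison of TNP-LPS with TNP-KLH, edgeR called 0 of 124 genes higher and 7 lower (0 and 17 adjusted over the list alone, 0 and 40 with the replicate block), and for the toll-like receptors edgeR called 0 of 22 genes higher and 4 lower (0 and 9 adjusted over the list alone, 1 and 10 with the replicate block). Markers of monocytes and macrophages had 1 of 66 genes higher and 5 lower with TNP-LPS, 2 and 14 with the replicate block, and limma's camera adjusted p = 0.00164 and adjusted p = 0.207 with an estimated correlation. Without the block the share of these markers called lower lay near that over all genes, 2133 of 31691. The direct call of GSONMG00036772001 was lost without TNP-KLH replicates 1, 2 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.0925), that of GSONMG00006142001 kept only without control replicates 1, 2 or 3 (highest edgeR adjusted p = 0.133), that of TLR12 kept only without control replicates 2 or 3 (highest edgeR adjusted p = 0.133), and that of TLR2 was kept only without control replicates 1, 2 or 3 (highest edgeR adjusted p = 0.136).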

Given the suggested lack of TLR4 in salmonids, the TLR(s) responsible for the sensing of LPS has not yet been identified in these species (45); however, these results seem to confirm that PRR signaling routes are significantly altered by TI-1 antigens and not by TD antigens.

It has been extensively described that members of the TNF superfamily of ligands (TNFSF) and receptors (TNFRSF) play key roles on the homeostasis and activation of B cells both in mammals (46) and fish (47). 

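The genes for TWEAK and BAFF fell with TNP-LPS. TWEAK (GSONMG00066797001), a ligand of the TNF family that acts on tissue repair and cell death, stood at 13.3 ± 3.29 CPM in controls, 3.76 ± 0.693 with TNP-KLH and 0.680 ± 0.441 with TNP-LPS (mean ± SD, n = 3). Against control, TNP-LPS gave a log2 fold change of −4.32 (SE 0.47, adjusted p = 3.86e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with TNP-KLH it was −1.82 (SE 0.40, edgeR adjusted p = 0.0699, or 0.00203 with the replicate block). BAFF (GSONMG00026860001), a survival factor for B cells, had 7.94 ± 1.39 with TNP-LPS against 73.1 ± 34.5 in control cells (log2 fold change −3.202, SE 0.39, edgeR adjusted p = 5.88e-04), and 30.9 ± 7.17 with TNP-KLH (log2 fold change −1.24, SE 0.36, edgeR adjusted p = 0.163, or 0.00523 with the replicate block). Between TNP-LPS and TNP-KLH, TWEAK (log2 fold change −2.497, SE 0.47, edgeR adjusted p = 0.0289) and BAFF (log2 fold change −1.96, SE 0.37, edgeR adjusted p = 0.0298) were both lower with TNP-LPS. Those direct calls were kept only without control replicates 2 or 3 (highest edgeR adjusted p = 0.141) for TWEAK, and kept only without control replicates 2 or 3 (highest edgeR adjusted p = 0.129) for BAFF. Of the TNF superfamily ligands with TNP-LPS, edgeR called 2 of 12 genes higher and 2 lower (3 and 2 adjusted over the list alone). After TNP-KLH stimulation edgeR called 0 of 12 genes (5 at an unadjusted p under 0.05, 1 higher and 2 lower by DESeq2, 3 and 2 with the replicate block, 2 and 2 adjusted over the list alone), and in the direct comparison of TNP-LPS with TNP-KLH edgeR called 0 higher and 2 lower, 2 and 2 with the replicate block.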

Among TNFSF, the transcription levels of tnfsf12 (TWEAK) and tnfsf13b (BAFF) were significantly downregulated upon TNP-LPS stimulation but not in response to TNP-KLH (Figure 5). By contrast, the transcription of one TNFα homolog (TNFα1) was induced in response to TNP-KLH, whereas another homolog of TNFα (TNFα3) (48) was significantly upregulated in IgM^+^ B cells in response to both stimuli. 

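TNFα genes, which encode the inflammatory cytokine tumor necrosis factor, had means above control with both antigens, and TNFα3 rose with TNP-LPS. TNFα3 (GSONMG00010221001) stood at 10.5 ± 3.81 CPM in controls, 38.0 ± 14.5 with TNP-KLH and 106 ± 60.6 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was 3.35 (SE 0.48, adjusted p = 0.00143 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with TNP-KLH the values were log2 fold change 1.87, SE 0.46, edgeR adjusted p = 0.102, or 1.19e-04 with the replicate block. TNFα1 (GSONMG00071960001) had 0.448 ± 0.420 CPM in controls, 3.73 ± 3.33 with TNP-KLH and 3.45 ± 2.36 with TNP-LPS. Its values were TNP-LPS log2 fold change 2.87, edgeR adjusted p = 0.0522, or 0.00670 with the replicate block, and TNP-KLH log2 fold change 2.96, edgeR adjusted p = 0.177, or 0.0202 with the replicate block. Comparing TNP-LPS with TNP-KLH directly, TNFα1 had log2 fold change −0.09, SE 0.78, edgeR adjusted p = 0.987, and TNFα3 had log2 fold change 1.48, SE 0.45, edgeR adjusted p = 0.123, or 3.88e-04 with the replicate block.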

Finally, TNF-New, proposed as a homolog of mammalian lymphotoxin-beta (LTβ) (49), was only significantly upregulated by TNP-LPS. 

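TNF-New, a TNF ligand of teleost fish related to lymphotoxin, rose with TNP-LPS. Its gene (GSONMG00071961001) had 0.346 ± 0.436 CPM in controls, 2.58 ± 1.97 with TNP-KLH and 8.40 ± 8.59 with TNP-LPS (mean ± SD, n = 3). The log2 fold change with TNP-LPS was 4.62 (SE 1.23, adjusted p = 0.0294 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TNP-KLH the values were log2 fold change 2.94, SE 1.22, edgeR adjusted p = 0.354, or 0.00792 with the replicate block, and between the antigens they were log2 fold change 1.68, SE 1.02, edgeR adjusted p = 0.513, or 0.0315 with the replicate block. The TNP-LPS call was lost without control replicates 1 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.111).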

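Receptors of the TNF family that promote activation and survival, TWEAKR and 4-1BB, rose with TNP-LPS, and 1 TWEAKR gene rose with TNP-KLH too. The TWEAKR gene GSONMG00023223001, the receptor of TWEAK, stood at 10.3 ± 1.34 CPM in controls, 48.9 ± 16.5 with TNP-KLH and 42.7 ± 16.6 with TNP-LPS (mean ± SD, n = 3). The fitted log2 fold change was 2.05 with TNP-LPS (SE 0.33, adjusted p = 0.00251) and 2.24 with TNP-KLH (SE 0.33, adjusted p = 0.0321) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the other TWEAKR gene (GSONMG00078358001) the values were TNP-LPS log2 fold change 2.37, edgeR adjusted p = 0.0393, and TNP-KLH log2 fold change 2.47, edgeR adjusted p = 0.138, or 0.00163 with the replicate block. The 4-1BB genes, a costimulatory receptor of lymphocytes, had log2 fold change 3.12, edgeR adjusted p = 0.0126 (GSONMG00057532001) and log2 fold change 2.54, edgeR adjusted p = 0.0409 (GSONMG00050654001) with TNP-LPS; with TNP-KLH they had log2 fold change 1.91, edgeR adjusted p = 0.258, or 0.00257 with the replicate block, and log2 fold change 2.06, edgeR adjusted p = 0.259, or 4.35e-04 with the replicate block. CD40 (GSONMG00013182001), through which T cells help B cells, stood at 12.0 ± 9.52 CPM in controls, 38.5 ± 27.3 with TNP-KLH and 45.5 ± 29.0 with TNP-LPS, with TNP-LPS log2 fold change 1.93, edgeR adjusted p = 0.0845, or 6.67e-07 with the replicate block, and TNP-KLH log2 fold change 1.69, edgeR adjusted p = 0.330, or 7.11e-05 with the replicate block. In a fixed list of TNF receptors and TRAF adaptors with TNP-LPS, edgeR called 8 of 52 genes higher and 4 lower (8 and 5 adjusted over the list alone). For TNP-KLH edgeR called 4 of 52 genes higher and 0 lower (6 and 0 adjusted over the list alone, 11 and 0 with the replicate block), with limma's camera adjusted p = 9.73e-04 and adjusted p = 0.280 with an estimated correlation. Calls were lost when libraries were left out: the TNP-KLH call of TWEAKR was kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.137), the TNP-LPS call of GSONMG00078358001 was lost without control replicates 1, 2 or 3 or TNP-LPS replicate 2 (highest edgeR adjusted p = 0.170), and that of GSONMG00050654001 was kept only without control replicate 2, TNP-KLH replicate 3 or TNP-LPS replicate 3 (highest edgeR adjusted p = 0.131).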

Regarding the receptors, the mRNA levels of one gene encoding tnfrsf5 (CD40), two genes encoding two copies of tnfrsf9 (4-1BB), and two genes encoding two copies of tnfrsf12 (TWEAK receptor, TWEAKR) were significantly augmented after either TNP-LPS or TNP-KLH stimulation (Figure 5). Interestingly, an additional CD40 gene was exclusively upregulated in response to TNP-KLH (Figure 5). 

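The second CD40 gene (GSONMG00049041001), a receptor for the T cell ligand CD154, had means about equal with both antigens, above control. It stood at 2.87 ± 2.03 CPM in controls, 11.1 ± 7.87 with TNP-KLH and 11.7 ± 4.45 with TNP-LPS (mean ± SD, n = 3). That gene had a log2 fold change of 1.97 with TNP-KLH (SE 0.65, adjusted p = 0.229, or 5.38e-04 with the replicate block) and 2.04 with TNP-LPS (SE 0.66, adjusted p = 0.0620, or 2.10e-05 with the replicate block) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the antigens the values were log2 fold change 0.06, SE 0.61, edgeR adjusted p = 0.989, and for the CD40 gene GSONMG00013182001 they were log2 fold change 0.24, SE 0.65, edgeR adjusted p = 0.933. Without the block, edgeR called neither CD40 gene with either antigen at an adjusted p under 0.05.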

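TRAILR3 (GSONMG00058874001), a decoy receptor that blocks the death ligand TRAIL, was measured at 1.32 ± 2.03 CPM in controls, 2.09 ± 2.79 with TNP-KLH and 0.184 ± 0.0280 with TNP-LPS (mean ± SD, n = 3). This is a log2 fold change of −2.72 with TNP-LPS (SE 1.68, adjusted p = 0.325) and 0.69 with TNP-KLH (SE 1.399, adjusted p = 0.916) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the antigens the gene had log2 fold change −3.41, SE 1.68, edgeR adjusted p = 0.385. The spread between libraries exceeded the mean in control and TNP-KLH cells, and no comparison of this gene passed the test with or without the replicate block.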

Significant differences were also observed in tnfrsf10C (TRAIL receptor3, TRAILR3) expression levels in response to the different stimuli, showing an opposite trend when compared to unstimulated cells. TNF receptor-associated factors (TRAFs) are essential for the transduction of many receptors implicated in cellular immune responses (50). There are six known TRAF family members (TRAF1 to 6) in mammals. Although originally identified for their implication in the signal transduction of TNFRSF members, it was later demonstrated that they are also mediators of the intracellular signaling cascade of many receptors, including TLRs, NOD-like receptors or IFN receptors (51). Our results revealed a differential upregulation of TRAF1, TRAF2, and TRAF3 in response to IgM^+^ B cell stimulation. 

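TRAF1, TRAF2 and TRAF3 genes, which encode adaptors that carry signals from TNF receptors, rose with both antigens. TRAF1 (GSONMG00001226001), an NF-κB target that limits and prolongs those signals, stood at 12.7 ± 3.53 CPM in controls, 91.8 ± 45.7 with TNP-KLH and 227 ± 151 with TNP-LPS (mean ± SD, n = 3). Its log2 fold change was 4.16 with TNP-LPS (SE 0.55, adjusted p = 9.13e-04) and 2.85 with TNP-KLH (SE 0.52, adjusted p = 0.0448) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TRAF2 (GSONMG00070533001), which activates NF-κB below CD40, rose with both (TNP-LPS log2 fold change 1.73, edgeR adjusted p = 0.00129, and TNP-KLH log2 fold change 1.86, edgeR adjusted p = 0.0259). TRAF3, which restrains noncanonical NF-κB signalling, has a pair of genes that rose with both, GSONMG00068560001 (TNP-LPS log2 fold change 1.76, edgeR adjusted p = 0.00260, and TNP-KLH log2 fold change 1.73, edgeR adjusted p = 0.0378) and GSONMG00068562001 (TNP-LPS log2 fold change 1.88, edgeR adjusted p = 0.00426, and TNP-KLH log2 fold change 1.88, edgeR adjusted p = 0.0414). In the direct comparison of TNP-LPS with TNP-KLH, TRAF1 had log2 fold change 1.31, edgeR adjusted p = 0.223, or 9.81e-04 with the replicate block, TRAF2 had log2 fold change −0.13, edgeR adjusted p = 0.895, and the TRAF3 genes had log2 fold change 0.03, edgeR adjusted p = 0.989, and log2 fold change 0.01, edgeR adjusted p = 1.00. The 4 TNP-KLH calls were kept only without TNP-LPS replicate 1, with a highest edgeR adjusted p of 0.162 for TRAF1, 0.117 for TRAF2, and 0.148 and 0.162 for TRAF3. These fits had no block. With the replicate block and all libraries, the TNP-KLH edgeR adjusted p was 9.23e-06 for TRAF1 and 7.67e-05 for TRAF2. For the TRAF3 genes it was 3.78e-04 and 6.24e-04, and no library was left out with the block.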

While TRAF1 was significantly upregulated in both TNP-LPS- or TNP-KLH-stimulated IgM^+^ B cells, TRAF2 and TRAF3, implicated in the transduction of CD40L signaling, were exclusively upregulated in response to TNP-KLH (Figure 5). 

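A second TRAF2 gene (GSONMG00082435001), a copy of the adaptor that links TNF receptors to NF-κB, was lower with TNP-LPS, the reverse of the copy GSONMG00070533001. It stood at 5.77 ± 4.76 CPM in controls, 2.48 ± 1.19 with TNP-KLH and 0.968 ± 0.566 with TNP-LPS (mean ± SD, n = 3). The log2 fold change with TNP-LPS was −2.6002 (SE 0.76, adjusted p = 0.0428 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with TNP-KLH the values were log2 fold change −1.22, SE 0.70, edgeR adjusted p = 0.539. Between the antigens it had log2 fold change −1.38, SE 0.76, edgeR adjusted p = 0.453, or 0.0467 with the replicate block. The TNP-LPS call was kept only without control replicate 2 (highest edgeR adjusted p = 0.156).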

Interestingly, a second gene ascribed as TRAF2 presented an opposite trend, as its transcription was significantly decreased after TNP-LPS stimulation (Figure 5).

Among cytokines, chemokines and their receptors were also importantly regulated in trout IgM^+^ B cells response to stimulation. In fish, it is quite difficult to establish true orthologs between fish chemokines and mammalian chemokines due to the extensive duplication events that the fish genome has suffered and because chemokines are proteins that have rapidly evolved in response to the different antigenic experiences (52). This is especially true for CC chemokines. Some of these sequences that correspond to CC chemokines were transcriptionally downregulated in response to stimulation, whilst others such as CCL4 were upregulated (Figure 5). 

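CCL4, a chemokine that draws T cells and monocytes, rose with TNP-LPS, and CCL2-like and CCL3-like genes were not called with either antigen. CCL4 (GSONMG00080018001) stood at 576 ± 301 CPM in controls, 1649.9 ± 757 with TNP-KLH and 7994 ± 5138 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was 3.79 (SE 0.58, adjusted p = 0.00187 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with TNP-KLH it had log2 fold change 1.52, edgeR adjusted p = 0.255, or 8.20e-04 with the replicate block, and between the antigens it had log2 fold change 2.28, edgeR adjusted p = 0.0579, or 7.29e-05 with the replicate block. A CC chemokine gene (GSONMG00017873001) had 6.75 ± 8.89 CPM in controls, 0.109 ± 0.189 with TNP-KLH and 0 counts in all 3 TNP-LPS libraries, which against a floor of 3 counts over the group is at least 53.7-fold lower (edgeR adjusted p = 0.0551, or 2.32e-04 with the replicate block), and with TNP-KLH it had log2 fold change −5.85, edgeR adjusted p = 0.257, or 0.00291 with the replicate block. A CCL3-like gene (GSONMG00035313001), a relative of CCL4, had TNP-LPS log2 fold change −1.24, edgeR adjusted p = 0.573, and TNP-KLH log2 fold change 0.61, edgeR adjusted p = 0.912. A CCL2-like gene (GSONMG00046904001), a relative of the chemokine that draws monocytes, had 0 counts in all 3 control libraries, 1.37 ± 2.28 CPM with TNP-KLH and 0.209 ± 0.181 with TNP-LPS, which on that floor is at least 16.5-fold and 2.02-fold higher (edgeR adjusted p = 0.309 and 0.354). Of the chemokines and chemokine receptors with TNP-LPS, edgeR called 5 of 55 genes higher and 4 lower (6 and 5 adjusted over the list alone, 9 and 7 with the replicate block). Without the block these shares lay near those over all genes, 3181 higher and 2133 lower of 31691. With TNP-KLH, edgeR called 0 of 55 genes (8 at an unadjusted p under 0.05, 2 higher and 0 lower by DESeq2, 7 and 3 with the replicate block, 0 adjusted over the list alone), and in the direct comparison of TNP-LPS with TNP-KLH edgeR called 2 higher and 1 lower, 6 and 2 with the replicate block. Neutrophil markers, which share 2 genes with this list, had 0 of 14 genes higher and 2 lower with TNP-LPS, and 6 lower with the replicate block.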

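The gene for CXCL11 (GSONMG00058131001), an interferon-induced chemokine that binds CXCR3, had higher means with both antigens than without. It stood at 27.7 ± 26.6 CPM in controls, 80.7 ± 76.1 with TNP-KLH and 309 ± 354 with TNP-LPS (mean ± SD, n = 3). Against control its log2 fold change with TNP-LPS was 3.48 (SE 1.09, adjusted p = 0.0564, or 4.04e-08 with the replicate block) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TNP-KLH the values were log2 fold change 1.54, SE 1.02, edgeR adjusted p = 0.607, or 1.65e-04 with the replicate block.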

CXCL11 was the only CXC chemokine significantly modulated upon stimulation in IgM^+^ B cells (Figure 5). In this case, both TNP-LPS and TNP-KLH induced its transcription, although the levels reached in response to TNP-LPS were significantly higher than those obtained upon TNP-KLH stimulation (Figure 5). 

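CXCL11 (GSONMG00058131001), a ligand for receptors on activated T cells, had a wider spread between TNP-LPS libraries than its difference from TNP-KLH. The difference between the antigens was a log2 fold change of 1.94 (SE 1.02, adjusted p = 0.429, or 6.43e-05 with the replicate block) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.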

Among chemokine receptors, CCR4 mRNA levels were significantly downregulated by TNP-LPS, whereas CCR8 transcription was only downmodulated in TNP-KLH-stimulated IgM^+^ B cells (Figure 5). In contrast, two genes that encode homologs of CCR7 exhibited a significant upregulation in TNP-LPS stimulated IgM^+^ B cells, while a gene encoding CXCR3 significantly increased its transcript levels in response to both stimulations (Figure 5).

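The receptor CCR4, which guides lymphocytes to CCL17 and CCL22, fell with TNP-LPS, and CCR8 was not called by edgeR. CCR4 (GSONMG00030070001) stood at 6.28 ± 1.82 CPM in controls, 4.21 ± 1.76 with TNP-KLH and 0.786 ± 0.298 with TNP-LPS (mean ± SD, n = 3). Its log2 fold change with TNP-LPS was −2.95 (SE 0.47, adjusted p = 0.00223 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with TNP-KLH it had log2 fold change −0.57, edgeR adjusted p = 0.646, and it was lower with TNP-LPS than with TNP-KLH (log2 fold change −2.38, edgeR adjusted p = 0.0313). CCR8 (GSONMG00061752001), a receptor for CCL1, had 3.46 ± 4.36 CPM in controls, 0.127 ± 0.137 with TNP-KLH and 0.414 ± 0.391 with TNP-LPS. With TNP-KLH its values were log2 fold change −4.57, SE 1.69, edgeR adjusted p = 0.287, or 0.0491 with the replicate block, with TNP-LPS log2 fold change −3.08, SE 1.53, edgeR adjusted p = 0.220, and between the antigens log2 fold change 1.49, edgeR adjusted p = 0.805. The direct call of CCR4 was kept only without control replicates 2 or 3 (highest edgeR adjusted p = 0.141).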

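A pair of CCR7 genes, a receptor that brings lymphocytes to T cell zones, and CXCR3, a receptor for CXCL11, rose with TNP-LPS. The CCR7 genes had TNP-LPS log2 fold changes of 2.53 (GSONMG00049598001, SE 0.31, adjusted p = 6.16e-04) and 2.37 (GSONMG00017247001, SE 0.33, adjusted p = 0.00120) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With TNP-KLH they stood at 24.6 ± 8.84 and 61.3 ± 21.9 CPM (mean ± SD, n = 3), with log2 fold change 1.04, edgeR adjusted p = 0.159, or 0.0118 with the replicate block, and log2 fold change 0.86, edgeR adjusted p = 0.288, or 0.0247 with the replicate block. Both were higher with TNP-LPS than with TNP-KLH (log2 fold change 1.49, edgeR adjusted p = 0.0336, and log2 fold change 1.52, edgeR adjusted p = 0.0396). CXCR3 (GSONMG00064385001) had 3.07 ± 1.99 CPM in controls, 11.6 ± 4.61 with TNP-KLH and 25.0 ± 12.1 with TNP-LPS, with TNP-LPS log2 fold change 3.04, edgeR adjusted p = 0.00676, and TNP-KLH log2 fold change 1.94, edgeR adjusted p = 0.178, or 8.72e-04 with the replicate block. In the direct comparison CXCR3 had log2 fold change 1.10, edgeR adjusted p = 0.388, or 0.0136 with the replicate block. The direct calls of the CCR7 genes were lost without any 1 of the 9 libraries, with a highest edgeR adjusted p of 0.181 and 0.206.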

Other cytokines and cytokine receptors were further modulated in trout IgM^+^ B cells upon stimulation. Most of these genes were exclusively modulated in response to TNP-LPS, including genes that were downregulated such as transforming growth factor β, a colony-stimulating factor receptor or interleukin 17 receptor (IL17R), and genes that were upregulated such as IL1β, IL12, IL34, and another gene ascribed as IL7R (Figure 5). On the other hand, only a few genes were transcriptionally regulated in response to TNP-KLH exclusively, among which an IL3R and IL31R could be identified along with another gene copy of IL1β (Figure 5). 

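IL1β, the cytokine that starts inflammation, IL34, a growth factor of macrophages, and an IL17 receptor rose with TNP-LPS, and a transcript induced by TGFβ1 fell. The IL1β gene GSONMG00003908001 stood at 0.733 ± 0.361 CPM in controls, 3.92 ± 2.77 with TNP-KLH and 20.4 ± 12.9 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was 4.796 (SE 0.74, adjusted p = 0.00191 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); with TNP-KLH it had log2 fold change 2.43, edgeR adjusted p = 0.171, or 5.33e-04 with the replicate block, and between the antigens log2 fold change 2.37, edgeR adjusted p = 0.0823, or 6.26e-05 with the replicate block. IL34 (GSONMG00026942001) had TNP-LPS log2 fold change 2.14, edgeR adjusted p = 0.0190, and TNP-KLH log2 fold change 0.92, edgeR adjusted p = 0.524, or 0.0109 with the replicate block, and the direct comparison gave log2 fold change 1.23, edgeR adjusted p = 0.272, or 7.66e-04 with the replicate block. The IL17 receptor gene (GSONMG00043087001), which senses a cytokine of barrier defence, had TNP-LPS log2 fold change 2.54, edgeR adjusted p = 0.00260, and TNP-KLH log2 fold change 1.65, edgeR adjusted p = 0.102, or 0.00238 with the replicate block, and between the antigens log2 fold change 0.89, edgeR adjusted p = 0.305, or 0.0297 with the replicate block. TGFβ1-induced transcript 1 (GSONMG00043995001), a scaffold at cell adhesions, had TNP-LPS log2 fold change −3.02, edgeR adjusted p = 0.0311, and TNP-KLH log2 fold change −2.04, edgeR adjusted p = 0.294, or 0.0149 with the replicate block. The alpha subunit of IL12 (GSONMG00019978001), a cytokine that drives T helper responses, had 5.07 ± 5.50 CPM in controls, 7.68 ± 6.28 with TNP-KLH and 19.1 ± 17.1 with TNP-LPS, with TNP-LPS log2 fold change 1.93, edgeR adjusted p = 0.339, or 4.70e-05 with the replicate block. IL7R (GSONMG00081556001), a receptor for a lymphocyte survival factor, had 4.12 ± 1.59 with TNP-LPS and 22.4 ± 25.4 in control cells (log2 fold change −2.43, edgeR adjusted p = 0.122, or 0.00112 with the replicate block), and the G-CSF receptor (GSONMG00047802001), for a growth factor of granulocytes, had TNP-LPS log2 fold change −2.08, edgeR adjusted p = 0.310, or 2.91e-04 with the replicate block. Of the cytokines, their receptors and SOCS genes with TNP-LPS, edgeR called 10 of 100 genes higher and 2 lower (10 and 2 adjusted over the list alone, 21 and 16 with the replicate block). Without the block the share called higher lay near that over all genes, 3181 of 31691. The call of IL34 was lost without control replicate 3 or TNP-LPS replicate 2 (highest edgeR adjusted p = 0.0709), and that of TGFβ1-induced transcript 1 was lost without control replicate 2 or TNP-LPS replicates 1, 2 or 3 (highest edgeR adjusted p = 0.106).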

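The IL3 receptor gene GSONMG00025612001, the shared beta chain of receptors for growth factors of blood cells, rose with both antigens, and the IL31 receptor and a further copy of IL1β had means above control. The IL3 receptor gene stood at 0.490 ± 0.332 CPM in controls, 8.22 ± 1.91 with TNP-KLH and 3.68 ± 1.68 with TNP-LPS (mean ± SD, n = 3). It had a log2 fold change of 3.99 with TNP-KLH (SE 0.54, adjusted p = 0.0259) and 2.84 with TNP-LPS (SE 0.54, adjusted p = 0.00574) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between the antigens it had log2 fold change −1.15, edgeR adjusted p = 0.264, or 0.0316 with the replicate block. The IL31 receptor gene (GSONMG00030507001), a receptor of the gp130 family, had 20.6 ± 16.5 CPM in controls, 68.9 ± 40.7 with TNP-KLH and 32.4 ± 20.8 with TNP-LPS, with TNP-KLH log2 fold change 1.74, edgeR adjusted p = 0.354, or 1.44e-04 with the replicate block, and TNP-LPS log2 fold change 0.65, edgeR adjusted p = 0.601, or 0.0271 with the replicate block. Its direct comparison gave log2 fold change −1.09, edgeR adjusted p = 0.558, or 0.00180 with the replicate block. The IL1β copy GSONMG00005489001, of the same inflammatory cytokine, had 1.24 ± 0.822 CPM in controls, 10.6 ± 15.7 with TNP-KLH and 7.06 ± 11.2 with TNP-LPS, with TNP-KLH log2 fold change 3.12, edgeR adjusted p = 0.474, and TNP-LPS log2 fold change 2.49, edgeR adjusted p = 0.340, and between the antigens log2 fold change −0.63, edgeR adjusted p = 0.916. In the list of cytokines, their receptors and SOCS genes with TNP-KLH, edgeR called 3 of 100 genes higher and 0 lower (7 and 1 adjusted over the list alone, 20 and 4 with the replicate block). The TNP-KLH call of the IL3 receptor gene was kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.133).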

Another subset of cytokine and cytokine receptor genes was significantly upregulated at a transcriptional level in response to both stimuli. These included a further IL1β gene, IL10R, and IL21R and two genes ascribed as IL3R (Figure 5). 

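IL10R, the receptor of a cytokine that restrains inflammation, and a pair of IL3 receptor genes rose with both antigens. IL10R (GSONMG00061084001) stood at 29.8 ± 7.85 CPM in controls, 105 ± 37.1 with TNP-KLH and 175 ± 51.1 with TNP-LPS (mean ± SD, n = 3). The fitted log2 fold change was 2.56 with TNP-LPS (SE 0.34, adjusted p = 9.52e-04) and 1.82 with TNP-KLH (SE 0.33, adjusted p = 0.0449) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The IL3 receptor genes, beta chains of growth factor receptors, rose with both, GSONMG00026522001 (TNP-LPS log2 fold change 2.94, edgeR adjusted p = 0.00102, and TNP-KLH log2 fold change 3.46, edgeR adjusted p = 0.0259) and GSONMG00067873001 (TNP-LPS log2 fold change 2.396, edgeR adjusted p = 0.0116, and TNP-KLH log2 fold change 3.13, edgeR adjusted p = 0.0392). IL21R (GSONMG00034639001), the receptor of a T cell cytokine that drives antibody secretion, rose with TNP-LPS (log2 fold change 3.43, edgeR adjusted p = 0.00329) and had TNP-KLH log2 fold change 2.32, edgeR adjusted p = 0.0940, or 8.10e-06 with the replicate block; its other gene (GSONMG00004927001) had TNP-LPS log2 fold change 2.59, edgeR adjusted p = 0.0844, or 4.28e-07 with the replicate block. The IL1β genes GSONMG00037660001 and GSONMG00016453001 rose with TNP-LPS (log2 fold change 2.71, edgeR adjusted p = 0.00393, and log2 fold change 5.62, edgeR adjusted p = 0.0363), and with TNP-KLH they had log2 fold change 1.59, edgeR adjusted p = 0.168, or 0.00215 with the replicate block, and log2 fold change 4.35, edgeR adjusted p = 0.271, or 0.0389 with the replicate block. The direct comparison of the antigens called 0 of the 100 genes of their list (11 at an unadjusted p under 0.05, 1 higher and 1 lower by DESeq2, 7 and 11 with the replicate block). The TNP-KLH calls were kept only without TNP-LPS replicate 1, with a highest edgeR adjusted p of 0.162 for IL10R, 0.117 and 0.147, and the TNP-LPS call of GSONMG00016453001 was lost without control replicates 1, 2 or 3, TNP-KLH replicate 2 or TNP-LPS replicate 2 (highest edgeR adjusted p = 0.181).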

Some genes encoding different members of the suppressor of cytokine signaling family (SOCS) were cataloged in this group. Among them, two genes encoding CISH were significantly upregulated during the response to TNP-KLH, whereas SOCS3 was induced in both stimulations and SOCS7 specifically in response to TNP-LPS stimulation.

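SOCS7, a suppressor of cytokine and insulin signalling, rose with TNP-LPS, and the CISH and SOCS3 genes had means above control with both antigens. SOCS7 (GSONMG00029220001) stood at 12.1 ± 2.59 CPM in controls, 28.8 ± 3.28 with TNP-KLH and 50.6 ± 17.4 with TNP-LPS (mean ± SD, n = 3). The TNP-LPS log2 fold change was 2.06 (SE 0.28, adjusted p = 0.00100 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with TNP-KLH it had log2 fold change 1.24, edgeR adjusted p = 0.0701, or 0.00287 with the replicate block, and between the antigens log2 fold change 0.82, edgeR adjusted p = 0.156, or 0.0218 with the replicate block. CISH, which blocks STAT5 signalling below cytokine receptors, has the gene GSONMG00047007001, with TNP-KLH log2 fold change 2.98, edgeR adjusted p = 0.210, or 0.00291 with the replicate block, TNP-LPS log2 fold change 2.34, edgeR adjusted p = 0.132, or 0.00258 with the replicate block, and between the antigens log2 fold change −0.64, edgeR adjusted p = 0.831. The other CISH gene (GSONMG00074125001) had 0 counts in all 3 control libraries, 1.53 ± 1.91 CPM with TNP-KLH and 1.02 ± 1.23 with TNP-LPS, which against a floor of 3 counts over the group is at least 18.0-fold higher with TNP-KLH (edgeR adjusted p = 0.175, or 0.00623 with the replicate block) and 11.7-fold with TNP-LPS (edgeR adjusted p = 0.0636, or 0.00379 with the replicate block), and between the antigens log2 fold change −0.58, edgeR adjusted p = 0.907. SOCS3 (GSONMG00059210001), which blocks STAT3 signalling, had 151 ± 154 CPM in controls, 848 ± 703 with TNP-KLH and 501 ± 564 with TNP-LPS, with TNP-KLH log2 fold change 2.48, edgeR adjusted p = 0.321, or 9.88e-06 with the replicate block, and TNP-LPS log2 fold change 1.73, edgeR adjusted p = 0.267, or 3.14e-05 with the replicate block.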

Finally, an important number of genes modulated in IgM^+^ B cells corresponded to IFN-regulatory factors (IRFs) or IFN-induced proteins. In most cases, these genes were transcriptionally downregulated in response to stimulation, either TNP-LPS (IRF6, IRF10) or TNP-KLH (IRF44). 

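IRF10, a transcription factor of the interferon regulatory family, fell with TNP-LPS. IRF10 (GSONMG00002238001), a fish and bird gene that restrains interferon responses, stood at 93.2 ± 30.7 CPM in controls, 54.5 ± 19.3 with TNP-KLH and 22.8 ± 8.77 with TNP-LPS (mean ± SD, n = 3). For TNP-LPS the log2 fold change was −2.03 (SE 0.40, adjusted p = 0.00731 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with TNP-KLH it had log2 fold change −0.77, edgeR adjusted p = 0.464, or 0.00785 with the replicate block, and between the antigens log2 fold change −1.25, edgeR adjusted p = 0.137, or 3.50e-04 with the replicate block. IFI44 genes, which are induced by interferon, include GSONMG00031189001, which rose with TNP-LPS (log2 fold change 1.87, edgeR adjusted p = 0.0192), a call lost without control replicate 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.0591). The IFI44 gene GSONMG00018659001 had 23.1 ± 33.7 CPM in controls, 79.2 ± 89.0 with TNP-KLH and 7.10 ± 5.08 with TNP-LPS, with TNP-KLH log2 fold change 1.78, edgeR adjusted p = 0.677, or 0.00158 with the replicate block, and TNP-LPS log2 fold change −1.704, edgeR adjusted p = 0.473, and GSONMG00065666001 had TNP-KLH log2 fold change −0.44, edgeR adjusted p = 0.946, and TNP-LPS log2 fold change −1.79, edgeR adjusted p = 0.440, or 7.17e-05 with the replicate block. Of the interferon regulatory factors with TNP-LPS, edgeR called 1 of 25 genes higher and 2 lower (1 and 2 adjusted over the list alone, 5 and 5 with the replicate block), and the gene that rose was IRF2 (GSONMG00038331001, log2 fold change 2.49, edgeR adjusted p = 0.0203, lost without control replicates 1 or 3 or TNP-LPS replicates 1 or 2, highest edgeR adjusted p = 0.0710). After TNP-KLH stimulation edgeR called 0 of 25 genes (3 at an unadjusted p under 0.05, 1 higher and 0 lower by DESeq2, 9 and 2 with the replicate block, 0 adjusted over the list alone), with limma's camera adjusted p = 0.0207 and adjusted p = 0.491 with an estimated correlation. Interferon-stimulated genes gave 3 higher and 0 lower of 57 with TNP-LPS (3 and 0 adjusted over the list alone, 8 and 5 with the replicate block). With TNP-KLH edgeR called 0 of 57 genes (1 at an unadjusted p under 0.05, 1 higher and 0 lower by DESeq2, 10 and 0 with the replicate block, 0 adjusted over the list alone). Their TNP-KLH test gave limma's camera adjusted p = 0.0755, or 8.30e-06 with the replicate block. With an estimated correlation it gave adjusted p = 0.742, or 0.273 with the replicate block.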

Interestingly, IRF8 transcription levels were significantly different between cells stimulated with TNP-LPS and TNP-KLH, showing opposite trends when compared to unstimulated controls (Figure 5).

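The IRF8 genes, which encode a transcription factor of germinal center B cells and myeloid cells, had lower means with TNP-LPS and higher means with TNP-KLH than control cells. The gene GSONMG00053614001 stood at 88.9 ± 54.6 CPM in controls, 126 ± 29.7 with TNP-KLH and 36.5 ± 16.8 with TNP-LPS (mean ± SD, n = 3). That gene had a log2 fold change of −1.28 with TNP-LPS (SE 0.53, adjusted p = 0.142, or 0.00989 with the replicate block) and 0.50 with TNP-KLH (SE 0.52, adjusted p = 0.784) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between TNP-LPS and TNP-KLH it had log2 fold change −1.78, SE 0.54, edgeR adjusted p = 0.123, or 8.96e-04 with the replicate block. The other IRF8 gene (GSONMG00056441001) had TNP-LPS log2 fold change −0.95, edgeR adjusted p = 0.244, or 0.00276 with the replicate block, TNP-KLH log2 fold change 0.58, edgeR adjusted p = 0.716, or 0.0462 with the replicate block, and between the antigens log2 fold change −1.52, SE 0.50, edgeR adjusted p = 0.157, or 2.01e-04 with the replicate block. For the interferon regulatory factors as a list, the direct comparison gave limma's camera adjusted p = 8.14e-04 and adjusted p = 0.255 with an estimated correlation, and edgeR called 0 of 25 genes (7 at an unadjusted p under 0.05, 0 higher and 4 lower by DESeq2, 0 and 10 with the replicate block, 0 and 1 adjusted over the list alone).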

### Analysis of Significantly Enriched Immune-Relevant Pathways in IgM^+^ B Cells in Response to Antigen Stimulation

Protein–protein interaction analysis using *O. mykiss* differentially expressed genes based in the homology with human proteins highlighted a significant enrichment in different KEGG pathways (Figure 6A). Thus, signaling pathways such those of TNFSF, nuclear factor κB (NF-κB) and Jak-STAT exhibited significant enrichments in response to both stimuli, whereas others such as the phosphoinositide 3-kinase (PI3K)-Akt signaling pathway were only significantly enriched in TNP-LPS-stimulated IgM^+^ B cells (Figure 6A). This protein–protein interaction analysis again highlighted the intense response of IgM^+^ B cells to TNP-LPS that resulted in a regulation of a high number of interacting proteins involved in several processes commonly related to cellular metabolism (Figure 6A). In contrast, the moderate response of IgM^+^ B cells to TNP-KLH was focalized in immune-system-related pathways (Figure 6A).

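TNP-LPS raised the NF-κB genes p105 and TNIP2 and lowered the PI3K adaptor PIK3AP1. The NF-κB precursor p105 (GSONMG00024578001), which yields the p50 subunit, stood at 129 ± 55.4 CPM in controls, 169 ± 48.7 with TNP-KLH and 332 ± 118 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was 1.37 (SE 0.38, adjusted p = 0.0354 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without control replicates 1 or 2, TNP-KLH replicate 2 or TNP-LPS replicates 2 or 3 (highest edgeR adjusted p = 0.117). TNIP2 (GSONMG00056196001), a partner of the NF-κB inhibitor A20, rose with TNP-LPS (log2 fold change 2.58, edgeR adjusted p = 0.00616) and had TNP-KLH log2 fold change 2.14, edgeR adjusted p = 0.0780, or 1.17e-04 with the replicate block. Of the NF-κB pathway and feedback genes with TNP-LPS, edgeR called 4 of 43 genes higher and 3 lower (4 and 3 adjusted over the list alone, 12 and 5 with the replicate block). Without the block these shares lay near those over all genes, 3181 higher and 2133 lower of 31691. So did the share of PI3K-Akt genes called higher, given below. For TNP-KLH edgeR called 0 of 43 genes (12 at an unadjusted p under 0.05, 7 higher and 0 lower by DESeq2, 13 and 2 with the replicate block, 5 and 0 adjusted over the list alone), with limma's camera adjusted p = 6.52e-04 and adjusted p = 0.280 with an estimated correlation. PIK3AP1 (GSONMG00078101001), an adaptor that brings PI3K to the B cell receptor, fell with TNP-LPS (log2 fold change −2.07, edgeR adjusted p = 2.34e-04) and was lower than with TNP-KLH (log2 fold change −1.47, edgeR adjusted p = 0.0157), a direct call lost without TNP-KLH replicates 1, 2 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.0925). Of the PI3K-Akt and survival factors with TNP-LPS, edgeR called 10 of 104 genes higher and 13 lower (11 and 14 adjusted over the list alone, 17 and 24 with the replicate block), with limma's camera adjusted p = 0.440. With TNP-KLH, edgeR called 2 of 104 genes higher and 0 lower (4 and 1 adjusted over the list alone, 9 and 10 with the replicate block), and in the direct comparison of TNP-LPS with TNP-KLH edgeR called 1 higher and 4 lower, 8 and 13 with the replicate block.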

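TNP-LPS raised genes for nucleotide synthesis, hexokinase 2 and ATP synthase, and lowered COX8B of the respiratory chain. CTP synthase 1 (GSONMG00018874001), which makes the nucleotide CTP that dividing lymphocytes need, stood at 31.2 ± 3.60 CPM in controls, 78.2 ± 2.63 with TNP-KLH and 184 ± 25.8 with TNP-LPS (mean ± SD, n = 3). Against control, TNP-LPS gave a log2 fold change of 2.56 (SE 0.20, adjusted p = 2.34e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and UMPS (GSONMG00071029001), which makes uridine nucleotides, had TNP-LPS log2 fold change 2.75, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.24, edgeR adjusted p = 0.0512, or 6.38e-04 with the replicate block. Of the serine, one-carbon and nucleotide synthesis genes, edgeR called 45 of 72 genes higher and 1 lower (49 and 1 adjusted over the list alone, 52 and 3 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 6.12e-25 and adjusted p = 0.00636 with an estimated correlation. The same genes with TNP-KLH gave limma's camera adjusted p = 1.36e-14 and adjusted p = 0.0246 with an estimated correlation, 0.0531 with the replicate block, and edgeR called 4 of 72 genes higher and 0 lower (25 and 1 adjusted over the list alone, 34 and 1 with the replicate block). Hexokinase 2 (GSONMG00057336001), which commits glucose to glycolysis, rose with both (TNP-LPS log2 fold change 2.26, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.54, edgeR adjusted p = 0.0259), its TNP-KLH call kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.117). Of the glycolysis genes, edgeR called 14 of 61 genes higher and 0 lower (15 and 0 adjusted over the list alone, 19 and 1 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 0.00127 and adjusted p = 0.128 with an estimated correlation, and edgeR called 1 of 61 genes higher and 0 lower (1 and 0 adjusted over the list alone, 7 and 1 with the replicate block) with TNP-KLH, with limma's camera adjusted p = 0.0207 and adjusted p = 0.280 with an estimated correlation. The beta subunit of ATP synthase (GSONMG00055011001), which makes ATP in mitochondria, rose with TNP-LPS (log2 fold change 1.52, edgeR adjusted p = 7.50e-04), and COX8B (GSONMG00012179001), a subunit of cytochrome c oxidase, fell (log2 fold change −4.32, edgeR adjusted p = 3.86e-04). Of the oxidative phosphorylation genes, edgeR called 72 of 139 genes higher and 2 lower (90 and 3 adjusted over the list alone) with TNP-LPS, with limma's camera adjusted p = 7.52e-17 and adjusted p = 0.381 with an estimated correlation, and edgeR called 0 of 139 genes (9 at an unadjusted p under 0.05, 2 higher and 1 lower by DESeq2, 8 and 1 with the replicate block, 0 adjusted over the list alone) with TNP-KLH, with limma's camera adjusted p = 0.0671. Of the mitochondrial ribosomal proteins, edgeR called 72 of 108 genes higher and 0 lower (87 and 0 adjusted over the list alone) with TNP-LPS, with limma's camera adjusted p = 1.61e-29 and adjusted p = 0.128 with an estimated correlation, and edgeR called 1 of 108 genes higher and 0 lower (1 and 0 adjusted over the list alone, 17 and 0 with the replicate block) with TNP-KLH, with limma's camera adjusted p = 1.09e-06 and adjusted p = 0.491 with an estimated correlation. Of the proteasome genes, which degrade protein, edgeR called 65 of 128 genes higher and 0 lower (79 and 0 adjusted over the list alone, 99 and 0 with the replicate block) with TNP-LPS, with limma's camera adjusted p = 1.04e-19 and adjusted p = 0.347 with an estimated correlation, and edgeR called 0 of 128 genes (27 at an unadjusted p under 0.05, 8 higher and 0 lower by DESeq2, 37 and 0 with the replicate block, 2 and 0 adjusted over the list alone) with TNP-KLH, with limma's camera adjusted p = 3.10e-10 and adjusted p = 0.491 with an estimated correlation. Comparing TNP-LPS with TNP-KLH directly 23 oxidative phosphorylation genes, 24 mitochondrial ribosomal proteins and 15 nucleotide synthesis genes were higher with TNP-LPS, and with the replicate block 91, 74 and 47.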

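BCL3, a coactivator of NF-κB, and PRDM1, a regulator of plasma cells, had means above control with both antigens. BCL3 (GSONMG00011815001) stood at 5.41 ± 4.26 CPM in controls, 20.0 ± 13.1 with TNP-KLH and 18.2 ± 11.5 with TNP-LPS (mean ± SD, n = 3). Its log2 fold change with TNP-KLH was 1.897 (SE 0.86, adjusted p = 0.404 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 2.78e-04 with the replicate block), and with TNP-LPS it had log2 fold change 1.76, edgeR adjusted p = 0.212, or 4.28e-05 with the replicate block. A PRDM1 gene (GSONMG00019730001), which turns B cells into plasma cells, had TNP-KLH log2 fold change 2.304, edgeR adjusted p = 0.517, or 1.97e-04 with the replicate block, and TNP-LPS log2 fold change 1.38, edgeR adjusted p = 0.515, or 0.00162 with the replicate block. Of the 34 fixed lists with measured genes, 15 tested higher and 4 lower with TNP-KLH by limma's camera with its preset correlation, and 12 higher and 7 lower with TNP-LPS, at an adjusted p under 0.05. With an estimated correlation 1 list was higher and 0 lower with TNP-KLH, the serine, one-carbon and nucleotide synthesis genes, and 3 higher and 0 lower with TNP-LPS; with the replicate block 0 passed this test with TNP-KLH and 1 with TNP-LPS. For the cytokine list with TNP-KLH the test gave limma's camera adjusted p = 8.39e-04 and adjusted p = 0.264 with an estimated correlation.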

**Figure 6:**
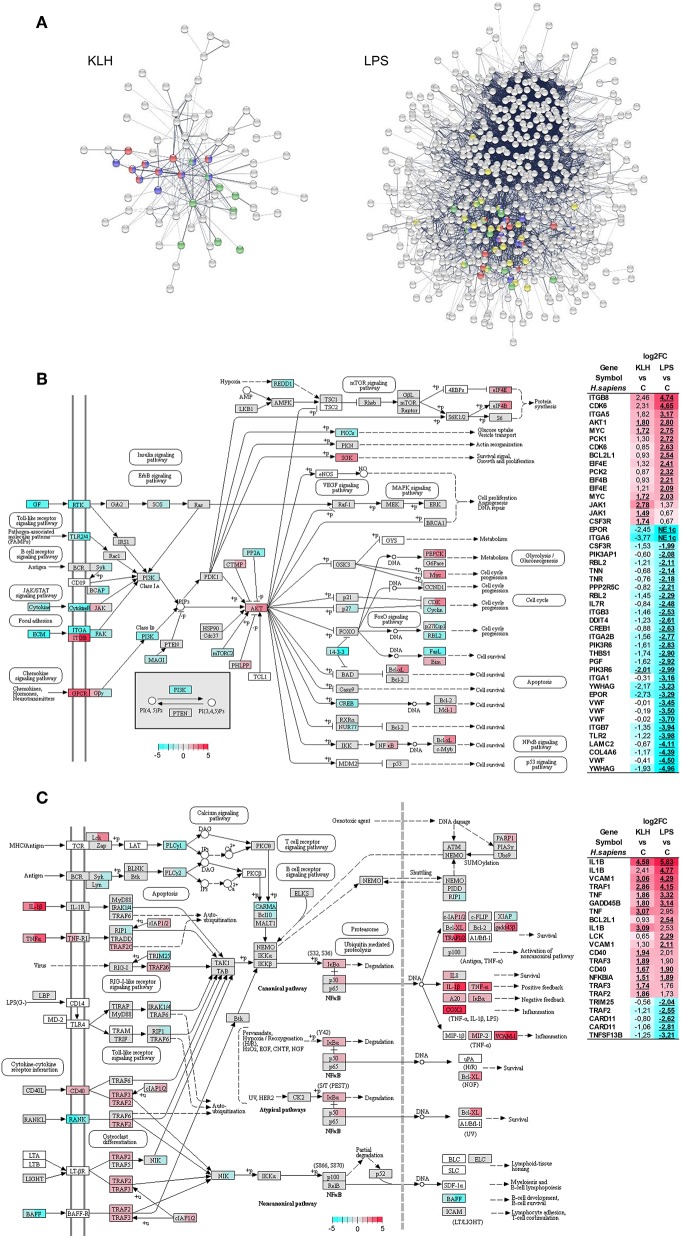
Protein–protein interaction and pathways analysis. **(A)** Protein–protein interaction network highlighting proteins from pathways related to immune system which were identified with significant enrichment within differentially expressed genes from TNP-KLH or TNP-LPS stimulated IgM^+^ B cells. Dark blue, TNF signaling pathway; red, NF-κB signaling pathway; green, Jak-STAT signaling pathway; yellow, PI3K-Akt signaling pathway. **(B)** Overview of the PI3K-Akt signaling pathway. **(C)** Overview of the NF-κB signaling pathway. Enzymes showing mapped reads during the experiment are highlighted according log_2_FC. Enzymes without identified homologs in *O. mykiss* are shown as white. For each node, the first section of square indicates the log_2_FC value observed in response to TNP-KLH stimulation, whereas the second section of square shows the log_2_FC value observed in response to TNP-LPS. When several genes were identified for one node, the gene with maximum absolute value was selected. To the right, differentially expressed genes (FDR *p* < 0.05) are listed. The color gradient represents highly upregulated (red) to highly downregulated (cyan blue) genes. The exact log_2_FC values are given for each gene and “NE 1c” is indicated when no mapped reads were identified for one condition.

The PI3K-Akt signaling pathway plays a crucial role in B cell activation, differentiation, and survival integrating receptor-mediated signaling with cell metabolism (53, 54). 

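TNP-LPS raised the cell cycle kinase gene CDK6 and lowered genes of the signal adaptor 14-3-3 gamma, the transcription factor CREB1 and a VEGFA-like growth factor. A CDK6 gene (GSONMG00059516001), a kinase that starts the cell cycle, stood at 2.904 ± 0.517 CPM in controls, 5.23 ± 0.758 with TNP-KLH and 18.2 ± 11.6 with TNP-LPS (mean ± SD, n = 3), with a TNP-LPS log2 fold change of 2.66 (SE 0.44, adjusted p = 0.00287 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 14-3-3 gamma gene GSONMG00079053001, which binds phosphorylated signalling proteins, fell with TNP-LPS from 9.59 ± 2.34 to 0.304 ± 0.277 CPM (log2 fold change −5.06, SE 0.54, edgeR adjusted p = 3.32e-04) and was lower than with TNP-KLH (log2 fold change −3.14, edgeR adjusted p = 0.0254). The transcription factor CREB1 (GSONMG00038919001), which acts below Akt, fell (log2 fold change −2.67, edgeR adjusted p = 0.00838), as did a pair of RBL2 genes, a brake on the cell cycle (GSONMG00062153001, log2 fold change −2.27, edgeR adjusted p = 0.00252, and GSONMG00062152001, log2 fold change −2.096, edgeR adjusted p = 0.00473). The VEGFA-like gene (GSONMG00056416001), of a growth factor of blood vessels, fell as well (log2 fold change −2.87, edgeR adjusted p = 0.00285), as did the PI3K regulatory subunit GSONMG00059077001 (log2 fold change −2.94, edgeR adjusted p = 0.00928). The erythropoietin receptor gene GSONMG00058742001, which erythroid cells express, had TNP-LPS log2 fold change −3.14, edgeR adjusted p = 0.130, or 0.00740 with the replicate block, and TNP-KLH log2 fold change −2.63, edgeR adjusted p = 0.414, or 0.0135 with the replicate block. All 46 genes of Fig. 6B were matched by description and by fold changes in the authors' deposited table within 0.06 of the printed ones, and the values given here are those of edgeR. With TNP-LPS edgeR called 12 higher, 23 lower and 11 not at all, and 16 higher and 30 lower with the replicate block. With TNP-KLH 4 were higher and 0 lower, 11 and 16 with the replicate block and 9 and 8 by DESeq2. The genes were chosen on these samples, so this is not independent evidence of their direction, and the TNP-KLH calls were kept only without TNP-LPS replicate 1 when libraries were left out in turn.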

Interestingly, 43 genes that were differentially transcribed in response to TNP-LPS were mapped along this pathway, 30 being downregulated and 13 upregulated (Figure 6B). The most represented group of differentially regulated genes within this pathway correspond to genes encoding cognate extracellular matrix ligands (TNN, TNR, THBS1, VWF, LAMC2, and COL4A6), all of them strongly downregulated in response to TNP-LPS (Figure 6B). 

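Tenascin-R, tenascin-N, integrin beta-7, integrin alpha-1 and von Willebrand factor genes fell with TNP-LPS, and so did 9 of 25 thrombocyte marker genes. Integrin beta-7 (GSONMG00056855001), which homes lymphocytes to the gut, stood at 983 ± 340.2 CPM in controls, 385 ± 76.1 with TNP-KLH and 64.9 ± 35.9 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was −3.92 (SE 0.44, adjusted p = 4.03e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower than with TNP-KLH (log2 fold change −2.57, edgeR adjusted p = 0.0250). Integrin alpha-1 (GSONMG00070727001), a collagen receptor, fell (log2 fold change −3.11, edgeR adjusted p = 0.00544), as did the matrix proteins tenascin-R (GSONMG00079824001, log2 fold change −2.18, edgeR adjusted p = 0.00413) and tenascin-N (GSONMG00079825001, log2 fold change −2.15, edgeR adjusted p = 0.00271). Von Willebrand factor, which binds thrombocytes to vessel walls, has the gene GSONMG00009589001 (TNP-LPS log2 fold change −4.37, edgeR adjusted p = 0.0338, and TNP-KLH log2 fold change −0.39, edgeR adjusted p = 0.931). Thrombospondin-1 (GSONMG00003567001), released by activated thrombocytes, had TNP-LPS log2 fold change −2.91, edgeR adjusted p = 0.0480, and collagen alpha-2(IV) (GSONMG00058106001), a part of basement membranes, had TNP-LPS log2 fold change −4.36, edgeR adjusted p = 0.0230. In a fixed list of matrix and integrin genes with TNP-LPS, edgeR called 2 of 194 genes higher and 29 lower (2 and 29 adjusted over the list alone, 6 and 47 with the replicate block), with limma's camera adjusted p = 5.81e-05 and adjusted p = 0.0589 with an estimated correlation. After TNP-KLH stimulation edgeR called 0 of 194 genes (16 at an unadjusted p under 0.05, 0 higher and 3 lower by DESeq2, 3 and 10 with the replicate block, 0 adjusted over the list alone), and in the direct comparison of TNP-LPS with TNP-KLH edgeR called 0 higher and 5 lower, 2 and 28 with the replicate block. Of the 25 thrombocyte markers, 0 were higher and 9 lower with TNP-LPS, 14 lower with the replicate block, with limma's camera adjusted p = 6.60e-06 and adjusted p = 0.292 with an estimated correlation. The thrombopoietin receptor (GSONMG00024376001), which thrombocytes and their precursors carry, had TNP-LPS log2 fold change −3.88, edgeR adjusted p = 0.00219, and TNP-KLH log2 fold change −2.83, edgeR adjusted p = 0.0541, or 5.94e-04 with the replicate block. Outside the 12 genes both lists share, 23 of 182 matrix and integrin genes were lower and 2 higher, and 39 were lower with the replicate block. The call of thrombospondin-1 was kept only without TNP-LPS replicate 2 (highest edgeR adjusted p = 0.138), that of von Willebrand factor lost without control replicates 2 or 3 or TNP-LPS replicates 1, 2 or 3 (highest edgeR adjusted p = 0.114), and that of collagen alpha-2(IV) lost without control replicate 3 or TNP-LPS replicates 1, 2 or 3 (highest edgeR adjusted p = 0.0886).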

Within this pathway, additional genes related to protein synthesis (EIF4B and EIF4E), metabolism (PCK1 and PCK2), cell cycle progression (CDK6), or survival (BCL2L1) were significantly upregulated exclusively in response to TNP-LPS (Figure 6B). 

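The eIF4E, EIF4B, PCK1, PCK2, CDK6 and BCL2L1 genes rose with TNP-LPS, and a pair of eIF4E genes and PCK1 rose with TNP-KLH too. An eIF4E gene (GSONMG00070171001), which binds the cap of messenger RNA, stood at 37.9 ± 4.55 CPM in controls, 94.2 ± 4.76 with TNP-KLH and 202 ± 30.4 with TNP-LPS (mean ± SD, n = 3). This is a log2 fold change of 2.41 with TNP-LPS (SE 0.21, adjusted p = 2.34e-04) and 1.31 with TNP-KLH (SE 0.20, adjusted p = 0.0359) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was higher with TNP-LPS than with TNP-KLH (log2 fold change 1.10, edgeR adjusted p = 0.0281). The other eIF4E gene (GSONMG00055973001) rose with both (TNP-LPS log2 fold change 2.09, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.203, edgeR adjusted p = 0.0321). EIF4B (GSONMG00045526001), which helps unwind messenger RNA, had TNP-LPS log2 fold change 2.201, edgeR adjusted p = 8.02e-04, TNP-KLH log2 fold change 0.93, edgeR adjusted p = 0.171, or 0.00896 with the replicate block, and between the antigens log2 fold change 1.27, edgeR adjusted p = 0.0421. PCK1 (GSONMG00059643001), a cytosolic enzyme of glucose synthesis, rose with both (TNP-LPS log2 fold change 2.72, edgeR adjusted p = 2.34e-04, and TNP-KLH log2 fold change 1.3003, edgeR adjusted p = 0.0364) and further with TNP-LPS (log2 fold change 1.42, edgeR adjusted p = 0.0235). Its mitochondrial relative PCK2 (GSONMG00051764001) had TNP-LPS log2 fold change 2.33, edgeR adjusted p = 0.00772, TNP-KLH log2 fold change 0.87, edgeR adjusted p = 0.489, and between the antigens log2 fold change 1.45, edgeR adjusted p = 0.132, or 0.00192 with the replicate block. The CDK6 gene GSONMG00011666001, a kinase of the G1 phase, had TNP-LPS log2 fold change 4.52, edgeR adjusted p = 0.00598, TNP-KLH log2 fold change 2.17, edgeR adjusted p = 0.320, or 0.0484 with the replicate block, and between the antigens log2 fold change 2.35, edgeR adjusted p = 0.143, or 0.00456 with the replicate block. BCL2L1 (GSONMG00006401001), which protects against apoptosis, had TNP-LPS log2 fold change 2.55, edgeR adjusted p = 0.0194, TNP-KLH log2 fold change 0.94, edgeR adjusted p = 0.604, and between the antigens log2 fold change 1.61, edgeR adjusted p = 0.211, or 0.00539 with the replicate block. The TNP-LPS call of BCL2L1 was lost without control replicates 1 or 3 or TNP-LPS replicate 2 (highest edgeR adjusted p = 0.0867), and the TNP-KLH calls of eIF4E and PCK1 were kept only without TNP-LPS replicate 1, with a highest edgeR adjusted p of 0.147 and 0.137. The direct call of EIF4B was lost without any 1 of the 9 libraries (highest edgeR adjusted p = 0.217), and that of PCK1 was lost without TNP-KLH replicates 1, 2 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.130).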

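The gene for the kinase AKT1 and a pair of MYC genes rose with TNP-LPS, and 1 MYC gene rose with TNP-KLH. AKT1 (GSONMG00019402001), the central kinase of the PI3K pathway, stood at 14.8 ± 5.801 CPM in controls, 51.1 ± 4.59 with TNP-KLH and 102 ± 40.6 with TNP-LPS (mean ± SD, n = 3). Its log2 fold change was 2.79 with TNP-LPS (SE 0.37, adjusted p = 9.72e-04) and 1.79 with TNP-KLH (SE 0.36, adjusted p = 0.0566, or 0.00105 with the replicate block) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The MYC gene GSONMG00066548001, a transcription factor of growth and ribosome production, had 31.1 ± 6.02 CPM in controls, 102 ± 29.6 with TNP-KLH and 210.2 ± 29.3 with TNP-LPS, and rose with both (TNP-LPS log2 fold change 2.76, edgeR adjusted p = 3.00e-04, and TNP-KLH log2 fold change 1.72, edgeR adjusted p = 0.0364). For the other MYC gene (GSONMG00068469001) the values were TNP-LPS log2 fold change 2.05, edgeR adjusted p = 0.00565, and TNP-KLH log2 fold change 1.73, edgeR adjusted p = 0.0727, or 7.27e-05 with the replicate block. Between the antigens AKT1 had log2 fold change 1.001, edgeR adjusted p = 0.188, or 0.0227 with the replicate block, and the MYC genes had log2 fold change 1.04, edgeR adjusted p = 0.0755, or 8.18e-04 with the replicate block, and log2 fold change 0.32, edgeR adjusted p = 0.794. The TNP-KLH call of MYC was kept only without TNP-LPS replicate 1 (highest edgeR adjusted p = 0.147).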

Interestingly, the serine/threonine-protein kinase Akt and the transcription factor Myc were significantly upregulated in both TNP-LPS and TNP-KLH stimulated B cells (Figure 6B).

Many genes regulated in response to either TNP-LPS or TNP-KLH belonged to the NF-κB signaling pathway (Figure 6C). Thus, in this case, both stimuli seemed to effectively modulate this pathway, as TNP-KLH upregulated the transcription of 13 of these genes, while TNP-LPS significantly increased the mRNA levels of 11 of these genes, while downmodulated 5 of them (Figure 6C). Similarly, in mammals, BCR signaling, CD40, and TLRs have the capacity to individually engage NF-κB during B cell activation (55). 

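Of the NF-κB genes drawn in Fig. 6C, TRAF1, 1 TRAF2 gene and a pair of TRAF3 genes rose with both antigens, and VCAM1, LCK and GADD45 beta rose with TNP-LPS. GADD45 beta (GSONMG00081253001), which protects cells from TNF-induced death, stood at 16.4 ± 7.44 CPM in controls, 57.3 ± 33.8 with TNP-KLH and 147 ± 107 with TNP-LPS (mean ± SD, n = 3). With TNP-LPS its log2 fold change was 3.17 (SE 0.62, adjusted p = 0.00668 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with TNP-KLH it had log2 fold change 1.81, SE 0.59, edgeR adjusted p = 0.217, or 1.88e-04 with the replicate block. A VCAM1 gene (GSONMG00029358001), an adhesion receptor induced by NF-κB, had TNP-LPS log2 fold change 2.13, edgeR adjusted p = 0.00661, and TNP-KLH log2 fold change 1.31, edgeR adjusted p = 0.191, or 0.00158 with the replicate block. The kinase LCK (GSONMG00053151001), which signals below antigen receptors of T cells, had TNP-LPS log2 fold change 2.28, edgeR adjusted p = 0.0256, and TNP-KLH log2 fold change 0.66, edgeR adjusted p = 0.728. The inhibitor NFKBIA (GSONMG00016793001), which holds NF-κB in the cytosol, had 425 ± 308 CPM in controls, 1217 ± 717 with TNP-KLH and 1609 ± 851 with TNP-LPS, with TNP-LPS log2 fold change 1.92, edgeR adjusted p = 0.108, or 2.79e-06 with the replicate block, and TNP-KLH log2 fold change 1.52, edgeR adjusted p = 0.432, or 3.10e-04 with the replicate block. Of 22 genes drawn, 21 were matched by description and by fold changes in the authors' deposited table, and TRIM25 was not. With TNP-LPS edgeR called 12 higher, 4 lower and 5 not at all, and with TNP-KLH 4 higher and 0 lower, 14 and 3 with the replicate block and 10 and 1 by DESeq2. The genes were chosen on these samples, so their counts are not independent evidence of a direction. The call of LCK was lost without control replicates 2 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.0865), and the TNP-KLH calls were kept only without TNP-LPS replicate 1 when libraries were left out in turn.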

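The TRAF2 gene GSONMG00070533001, an adaptor of CD40, rose with both antigens in every replicate, and both CD40 genes were above their control of the same number in every replicate. In replicates 1, 2 and 3 the CD40 gene GSONMG00013182001, which receives T cell help, had 8.19, 22.8 and 4.90 CPM in controls, 25.3, 69.8 and 20.3 with TNP-KLH and 29.0, 79.0 and 28.6 with TNP-LPS. For the CD40 gene GSONMG00049041001 the same libraries had 2.83, 4.91 and 0.856, then 8.18, 20.0 and 5.12 with TNP-KLH and 11.8, 16.1 and 7.15 with TNP-LPS. The spread between replicates of CD40 was wide and followed the replicate number, with replicate 2 highest in each condition, and neither CD40 gene was called without the block at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TRAF2 (GSONMG00070533001) had 32.1, 26.1 and 34.1 CPM in controls, 129, 103 and 102 with TNP-KLH and 110.1, 122 and 73.8 with TNP-LPS. The other TRAF2 gene (GSONMG00082435001), encoding the same kind of adaptor, had a mean lower with TNP-LPS than in controls, at 1.55, 0.422 and 0.928 against 10.8, 1.36 and 5.13 CPM, where the control of number 2 lay below the other controls.

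**Figure D3:**
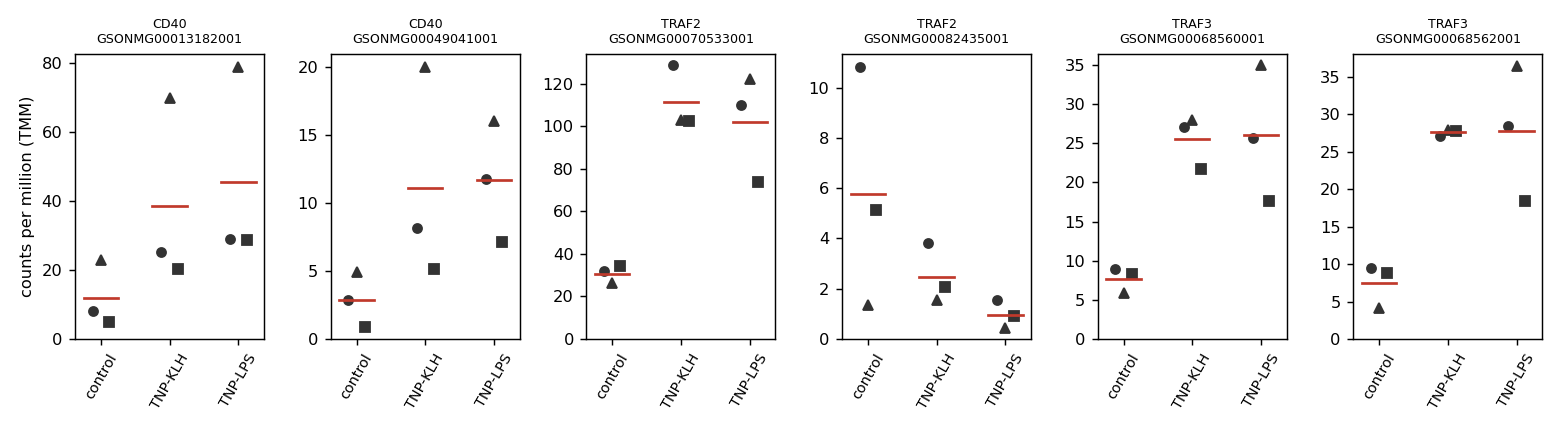
CPM of CD40, TRAF2 and TRAF3 genes in each library; circles, triangles and squares are replicates 1, 2 and 3 and the red line is the mean.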

In our experiments, although both TNP-LPS and TNP-KLH significantly upregulated the transcription of one homolog of CD40, another CD40 homolog and the downstream factors TRAF2 and TRAF3 were only significantly upregulated in response to TNP-KLH (Figure 6C).

### CD40L Synergizes With TI-1 Antigens to Activate IgM^+^ B Cells *in vitro* and *in vivo*

Taking into consideration the apparent contradiction of IgM^+^ B cells being able to respond to CD40L stimulation, but only being effectively activated by TI-1 antigens, we decided to perform a series of experiments to determine whether synergistic effects could be established between CD40L and the different antigens. Splenocytes were incubated with the different antigens in the presence or absence of CD40L and the levels of surface MHC II on IgM^+^ B cells studied through flow cytometry. A significant synergistic effect between CD40L and TNP-LPS was evident (Figures 7A,B). Similarly, the incubation of splenocytes with a combination of TNP-LPS and CD40L promoted the presence of a significantly higher number of plasma cells than that observed in response to TNP-LPS or CD40L alone (Figure 7C). Interestingly, these synergistic effects were never observed when CD40L was combined with TNP-KLH (Figures 7A–C).

**Figure 7:**
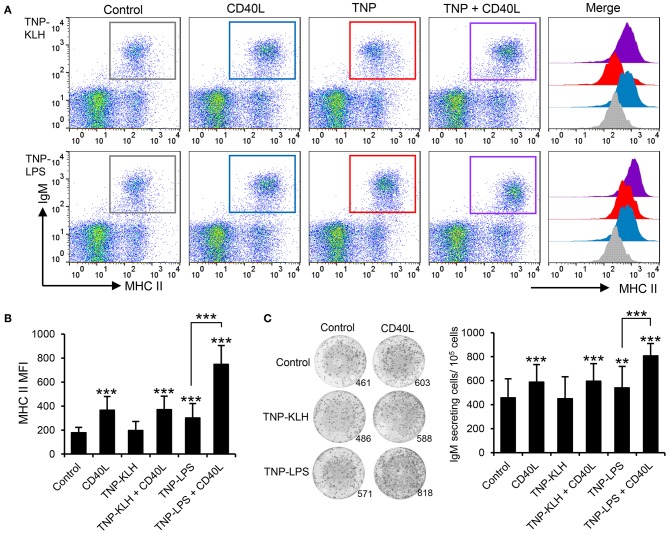
CD40L synergizes with TI-1 antigens to activate teleost IgM^+^ B cells. **(A)** Spleen leukocytes were incubated with CD40L (5 μg/ml), TNP-KLH (5 μg/ml), TNP-LPS (5 μg/ml), combinations of any of the TNP-bound antigens with CD40L, or left unstimulated (control) for 72 h at 20°C. After this time, cells were labeled with anti-IgM and anti-MHC II mAbs and analyzed by flow cytometry. Representative dot plots showing MHC II expression levels on IgM^+^ B cells from one representative fish are shown, in which IgM^+^ B cells were gated in control cells (gray), CD40L-treated cells (blue), TNP-antigen (red), and combination of CD40L plus TNP-antigen (purple). Histograms showing MHC II mean fluorescence intensity (MFI) on IgM^+^ gated B cells are also shown. **(B)** MFI values for surface MHC II were calculated on IgM^+^ B cells under the different treatments, and average values plotted as mean + SD (*n* = 12). **(C)** Spleen leukocytes were incubated as described above and after 72 h, an ELISPOT was conducted. Representative wells and quantification of spot forming cells are shown as mean + SD (*n* = 12). In all cases, statistical differences were evaluated by a one-way ANOVA followed by a two-tailed Student's *t*-test, where ^**^p ≤ 0.01 and ^***^p ≤ 0.005.

## Discussion

In teleost fish, the fact that no cognate GCs are ever organized and there is no CSR seem to account for the low affinity maturation of antibodies during the primary and secondary immune responses observed in these species (56, 57). Furthermore, a substantial amount of evidence has been gathered by different authors in recent years pointing to a phenotypic and functional resemblance between fish IgM^+^ B cells and mammalian B1 cells (58–61). In this context, under the mammalian paradigm that long-lived memory responses are only achieved through TD class-switched responses mounted within GCs, it would seem plausible to predict that teleost fish are not able to mount long-lived B cell memory responses. However, studies performed many years ago by the group of Stephen Kaattari already revealed that teleost fish have the capacity to mount B cell memory responses to a certain extent (56, 62), demonstrating that a certain kind of memory-like B cells appeared in evolution before the acquisition of GCs. This teleost memory responses were already shown to mimic mammalian extrafollicular and IgM TI responses (56, 62), which have been recently described to be able to give rise to long-term immunological memory. For example, mice deficient in both T cells and follicular B cells, which exclusively bear B1 and MZ B cells, have been shown to be capable of effectively clearing a *Borrelia* infection through IgM (7, 8). Similarly, protection against *Ehrlichia muris* is also mediated by long-lived IgM secreting cells in the bone marrow (11). In addition, IgM^+^ long-lived PCs have also been identified in response to TD antigens in animals in which the formation of GCs was prevented (12). Thus, it now seems evident that B cell memory is composed of different layers (63), with a first layer of IgM memory B cells organized outside lymphoid follicles and a second layer of switched memory B cells shaped within GCs. Although these IgM responses should protect the organism until the second layer is fully organized, mutated IgM memory B cells were shown to persist even longer than IgG memory B cells, demonstrating their essential role in long-term protection (63). As previously suggested (13, 64), it is tempting to suggest that these layers are reminiscent of how evolution of the immune system has developed, with fish memory responses resembling this first layer of mammalian responses in which cells have the ability to persist but, in the absence of GCs, have not yet acquired the qualities to further enhance the efficiency of secondary responses.

In the current study, we have systematically explored the response of teleost B cells to different types of antigens and stimulatory signals confirming that in teleost, as recently described in different mammalian models, TD and TI stimulatory signals can add up to achieve different degrees of activation. First, we have verified through a wide range of techniques that fish IgM^+^ B cells respond poorly to TD antigens, while they are able to fully differentiate in response to TI-1 antigens. Despite this deficient response to TD antigens, our work shows that fish IgM^+^ B cells effectively respond to CD40L. This constitutes the first report demonstrating a B-cell-stimulating capacity for a teleost CD40L molecule. Interestingly, this capacity is present in fish despite the many structural differences between mammalian and teleost CD40L sequences reported (65). For example, five amino acids found essential in mammals for the interaction of CD40L with CD40 are not found in any teleost CD40L molecules (65, 66). Similarly, a glycosylation site conserved in mammalian, amphibian, and avian CD40L is not present in teleost CD40L sequences (65). Thus, our results demonstrate that regardless of the structural changes that this protein suffered through evolution, its main function was already present in teleost fish. Remarkably, as reported here and elsewhere (67, 68), CD40L can be provided by other cell types different than T cells, such as for example, DCs. Thus, accumulating evidence on the fact that DCs and other innate cell subsets such as invariant natural killer T cells are able to provide the second signal needed to activate B cells have compelled some researchers to differentiate between TD-1 responses in which T helper cells provide the necessary costimulatory signals and TD-2 responses in which the CD40–CD40L interaction is orchestrated by innate cells (6).

Although fish IgM^+^ B cells fully responded to TI-1 antigens, this stimulation was not achieved with TI-2 antigens that do not provide a costimulatory signal through the presence of microbial products, pointing to stimulation through TLRs or other innate receptors as an essential requirement for B cell activation in teleost. It has become evident in the past years that B lymphocytes are cells particularly qualified to integrate signals from specific antigens through their recombined BCR with innate signals provided by innate receptors such as TLRs (69). In rainbow trout, IgM^+^ B cells were shown to express all TLRs known to date in this species (70). However, in mammals, how different B cell subsets respond to TLR ligands differs considerably as a result of a specific range of expressed TLRs in each cell subset. Thus, for example, while human B cells do not constitutively express TLR4 and consequently are unresponsive to LPS stimulation, LPS stimulates proliferation, cytokine secretion, and CSR in murine B cells that constitutively express TLR4 (71). In rainbow trout, despite the fact that a homolog of TLR4 has not been found to date in salmonids, IgM^+^ B cells have been shown to be extensively activated by LPS (72). In our study, TNP-LPS induced significant downregulation of the transcriptional levels of several genes that were assigned as TLR13, TLR9, and TLR2. Whether one of these TLRs is directly implicated in the recognition of LPS in fish is still unknown. TLR13 has been reported as an endosomal receptor that recognizes bacterial RNA both in mammals and fish (73, 74), while TLR9 is another endosomal receptor activated in response to unmethylated CpG motifs (75); therefore, the mechanism through which the transcription of these receptors is regulated in response to TNP-LPS is not easily inferred. Furthermore, three of the sequences that were assigned as TLR13 were also significantly downregulated in response to TNP-KLH. TLR2, on the other hand, is a surface receptor known to recognize a wide range of bacterial antigens in mammals (76); thus, it may be possible that it is one of the innate receptors responsible for the recognition of LPS by trout IgM^+^ B cells, and this is something that should be further investigated.

Although the general line of thought establishes that B cells receive signal 2 through T cell help in the case of TD antigens or through TLR signaling in the case of TI responses (3), studies performed in humans revealed that TLR stimulation acts as a “third signal” that couples with BCR cross-linking and T cell help allowing naive B cells to reach a degree of activation not achieved in the absence of innate stimuli (77). The fact that CD40L synergized with TI antigens to activate rainbow trout IgM^+^ B cells also points to teleost TLRs being capable of adding up to BCR and CD40-mediated signals to achieve a higher degree of B cell activation. Similarly, CD40L was shown to act as a costimulatory signal for TI responses mounted in response to a polyomavirus infection in mice lacking T cells (78). Thus, rather than having a fixed dichotomy between TD and TI responses, it now seems that B cells become activated at rising degrees through accumulation of different signals, being that received by innate receptors essential in teleost for a complete cellular activation.

In conclusion, we have demonstrated that teleost fish preferentially respond to TI antigens over TD antigens, in correlation with the many similarities found between fish IgM^+^ B cells and mammalian B1 cells (60). Despite this, fish IgM^+^ B cells responded to TD antigens activating the transcription of several genes related to immune processes, many of which lead to the activation of the NF-κB pathway. Some of these genes transcriptionally regulated in response to TNP-KLH were specific and were not affected by TNP-LPS stimulation, such as CD40 or associated TRAF molecules, demonstrating for the first time in teleost the dichotomy between TD/TI responses at a molecular level. However, additional results further suggest that TD and TI pathways are not completely independent in teleost fish as already suggested in mammals. The demonstration that CD40L synergized with TI antigens revealed that B cells accumulate signals to achieve different degrees of activation, integrating stimulatory effects received through the BCR (signal 1), CD40 (signal 2), or TLRs (signal 3). Finally, we have also demonstrated that fish IgM^+^ B cells are activated by CD40L similarly to mammalian cells. These results *a priori* would seem in contradiction with the lower response elicited by TD antigens, but might be indicating that, in fish, CD40L provided by non-classical helper cell types (TD-2 responses) is more effective than responses modulated by T helper cells (TD-1 responses). In line with this hypothesis, having established that fish DCs express CD40L as many mammalian innate cells also implies that the CD40:CD40L stimulation can be achieved by alternative pathways that involve cell types different than T cells, again pointing to new unconventional pathways to activate B cells.

## Data Availability Statement

Data supporting the findings of this work are available within the paper and its Supplementary Information files. The transcriptional data obtained in this work has been deposited in National Center for Biotechnology Information's Gene Expression Omnibus (79) and is accessible through the GEO Series accession number GSE129092 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129092). All other data are available from the corresponding author upon request.

## Ethics Statement

The animal study was reviewed and approved by Instituto Nacional de Investigación y Tecnología Agraria y Alimentaria.

## Author Contributions

AG performed and analyzed all the experiments involving CD40L with help from IS. AM-M and PD-R performed all experiments with the antigens alone and PP performed all the RNAseq analysis. CT conceived the work and designed the experiments with help from AG and PD-R. CT wrote the main body of the paper with contributions from all other authors.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

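Splenic IgM+ B cells of rainbow trout were measured by RNA-seq in 9 libraries, 3 each of unstimulated control cells, cells with TNP-KLH and cells with TNP-LPS, all after 24 h of culture, with 1 library per sample. The paper gives the antigen dose as 5 µg/ml and the sample labels as 5 mg/ml, and the samples were assigned by group name and number, so this difference has no bearing on the values. The sources used here do not say whether the 3 libraries of a group came from different fish.

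The counts per gene and library were made by the authors, who trimmed adapters, mapped the reads with TopHat against the Genoscope trout genome and its annotation with a minimum intron length of 50, very sensitive settings and the coverage search disabled, and counted reads per gene with SAMtools and HTSeq. The mean signal columns were made by the authors by dividing these counts by the DESeq size factors of the 6 libraries of a comparison and averaging over each group or over both. The fold changes in the deposited tables are, as the authors made them, the ratio of the 2 group means. Each p-value in the deposited tables comes from the authors' DESeq test, with its Benjamini-Hochberg adjustment. The versions of TopHat, SAMtools, HTSeq and DESeq and the strand setting are not given in the sources used here. The count columns were checked to hold whole numbers, and the same counts stand in all 3 tables.

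The tables hold 46585 genes, and the 31691 genes with at least 5 reads in at least 1 library were kept. Library totals ran from 8080787 to 12164154 counts, with a median of 9237306 (control 9228595 to 12164154, TNP-KLH 8367432 to 11278701, TNP-LPS 8080787 to 11081476). TMM factors ran from 0.797 in TNP-LPS replicate 1 to 1.10 in TNP-KLH replicate 1. Between libraries of the same group the chi-square per gene was 25.2 to 76.6, where 2 copies of 1 library would give about 1 or less, so none was counted as a copy of another. Genes are given by the identifiers of the deposited tables, and names are those of the best protein match that the tables list. A reference table of RefSeq genes matched 0 of the identifiers, so no coordinates are given. Reads that fit near-identical copies of a gene equally well are not resolved by these counts. Whether a gene and an antisense gene that overlaps it were counted apart is not known, since the strand setting is not given.

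Differential expression was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16, R 4.3.3, TMM factors) on the counts of all 9 libraries, with 1 factor of 3 groups and a threshold of 0.05, for TNP-LPS against control, TNP-KLH against control and TNP-LPS against TNP-KLH. The common biological coefficient of variation was 0.446 and the prior degrees of freedom 3.83. Levels are CPM with TMM factors, and log2 CPM used a prior count of 2. Fixed lists of genes, defined by words in the protein descriptions, were tested with limma's camera (limma 3.58.1) with a correlation between genes of 0.01, of 0.05 and estimated, with fry and with Fisher's exact test, all adjusted over the lists. They covered toll-like and NOD-like receptors, TNF ligands, TNF receptors and TRAF adaptors, chemokines, cytokines, interferon regulatory factors, interferon-stimulated genes, NF-κB genes, antigen presentation, B cell identity, plasma cells, ribosomal proteins, ribosome biogenesis, translation factors, aminoacyl-tRNA synthetases, proteasome, chaperones, secretion, oxidative phosphorylation, glycolysis, nucleotide synthesis, cell cycle, PI3K-Akt genes, matrix and integrins, the Nrf2 response, and markers of erythrocytes, thrombocytes, T cells and NK cells, monocytes and macrophages, neutrophils, endothelium and stroma, muscle and IgT B cells. The table functions came from data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

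Genes are named in the text by a rule fixed, like the tests, the lists and most alternatives, before the data were examined. Per comparison it takes up to 8 called genes with the largest change in each direction, with a description, a mean normalized count of at least 20 in the higher group and no overlap between groups. It also takes every gene that the paper names for the RNA-seq, up to 4 genes per list with the smallest p, and the called markers of other cells. Values in Table S2, Table S3 and Figs. 4 to 6 had been seen when this rule was written. Values of the paper's called genes had also been seen when the lists were written. A list test is therefore not independent of the genes that the paper calls. A few genes that the rule names are not reported here.

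Whether replicate numbers pair the samples was checked on the deviations of each library from its group mean. All 9 pairs of libraries with the same number in different groups had correlations of 0.227 to 0.645, and the 18 pairs with different numbers had −0.499 to 0.0345, so the numbers pair the samples. This pairing comes from the data and not from the paper or the labels. A fit with the replicate number as a block is therefore given beside a result where it changes a call or moves a count by more than 1.5 times. Because both antigens were compared with the same control libraries, 20 simulations of unchanged groups against these controls were made, and as many that also keep the pairing.

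The procedure was tested on simulated data with gene means over all 9 libraries, their library sizes and the spread of the fit without the block. Changes were put into the TNP-LPS libraries. Of the changed genes edgeR recovered 1 of 59 at 2-fold, 31 of 69 at 4-fold and 50 of 72 at 8-fold, and called 3 unchanged genes among 31680 tested. DESeq2 recovered 6, 46 and 61, and edgeR with the replicate block 0, 24 and 56 with 10 unchanged genes called. For the block run a replicate effect was added to a spread that already held the differences between replicates. Its recovery therefore does not show what the block gains on these data.

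Alternatives tried were DESeq2 1.42.0, RLE factors, other filters on low counts, only the 2 groups compared, the replicate block, leaving out each library, other thresholds, the authors' p-values adjusted over the genes kept, and other settings for the lists, fold changes and copies of genes. Gene ontology, pathway and protein interaction enrichments were not repeated, since they need annotation not used here, and the lists stand in their place. The RT-qPCR, flow cytometry and ELISpot measurements were not analysed here. TRIM25, drawn in Fig. 6C, matched no gene by description and has no value.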

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

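The share of a list that had to be called, 0.1, was chosen after the values were seen, and so was the comparison below. Some of the genes that build ribosomes rose with TNP-KLH, and so did some genes of the enzymes that charge transfer RNAs. They are given here because the paper does not discuss these genes for TNP-KLH, whose response it describes as one of immune genes. Of the 172 ribosome biogenesis genes, edgeR called 34 higher and 0 lower with TNP-KLH, with a median log2 fold change of 0.88, and of the 77 aminoacyl-tRNA synthetase genes 11 higher and 0 lower, with a median of 0.72 (limma's camera adjusted p = 1.95e-41 and 2.58e-19, and 0.0857 for both with an estimated correlation). Over all 31691 genes kept, edgeR called 241 higher and 37 lower. The paper's called genes had been seen when both lists were written, and 81 and 18 of their members are in Table S2.

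With the replicate block 114 ribosome biogenesis genes were higher and 1 lower, and 43 synthetase genes were higher and 0 lower. Over all genes edgeR called 302 higher with TNP-KLH without TNP-LPS replicate 1, and 0 or 1 without any other single library. Between TNP-LPS and TNP-KLH edgeR called 79 ribosome biogenesis genes higher with TNP-LPS and 0 lower, and 14 synthetase genes higher and 0 lower, and with the replicate block 137 and 48 were higher. No technical or biological explanation of this was tested.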

How the results depend on the processing

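The fits with the number 2 libraries left out, the overlap with each library left out or by the authors' p, the Fig. 6 counts, the block for lists and named genes, and DESeq2 for named genes were chosen after the data were seen, as were the tolerances for the correlations and copies. Counts are given as higher and lower. By edgeR they were 3181 and 2133 with TNP-LPS, 241 and 37 with TNP-KLH and 673 and 236 for TNP-LPS against TNP-KLH, with 238 genes up and 37 down in both, and 3 up and 0 down with TNP-KLH alone. The 6 counts against control and between the antigens stayed within 1.5 times with RLE factors, with no filter and at 2-fold or more. They also did without hemoglobin genes, where 19 genes were taken out after the fit and only the adjustment was repeated. That setting could hardly move the counts, so it does not show whether erythrocytes carried over affect them. No list that passed its test changed direction in the alternatives run, and neither did any called gene chosen for the largest changes or named by the paper. The counts of named genes below cover these genes. Genes named only from a list are not in them, and their direction was not compared. The balance of the direct comparison did turn over, from more genes higher to more genes lower, by the authors' p and with only the 2 groups. Where a count moved, the cause was not tested.

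With the replicate block the counts were 5167 and 4489 with TNP-LPS, 1918 and 1340 with TNP-KLH and 2692 and 1883 between the antigens, 1723 up and 1262 down in both, and 188 up and 77 down with TNP-KLH alone. For TNP-KLH in Fig. 6B they were 11 and 16 in place of 4 and 0, and in Fig. 6C 14 and 3 in place of 4 and 0. Of the named genes in every comparison, 259 calls were gained with the block and 0 lost, and 347 did not change. Of the list tests by camera 4 were gained and 1 lost at a correlation of 0.01. Gained were plasma cell genes and T and NK cell markers with TNP-LPS, and interferon-stimulated genes with TNP-KLH and between the antigens. Neutrophil markers between the antigens were lost. With an estimated correlation 6 of those that passed were lost, ribosome biogenesis and aminoacyl-tRNA synthetases with TNP-LPS and between the antigens, serine and nucleotide synthesis with TNP-KLH, and matrix and integrins between the antigens. The block changed no other call of camera.

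By DESeq2 the counts were 1007 and 417 with TNP-KLH and 1591 and 730 between the antigens, 971 up and 403 down in both, and 36 up and 14 down with TNP-KLH alone, with 9 and 8 in Fig. 6B and 10 and 1 in Fig. 6C for TNP-KLH. By the authors' p over the genes kept they were 748 and 709 with TNP-LPS, 155 and 65 with TNP-KLH and 59 and 232 between the antigens, 99 up and 61 down in both, and 55 up and 4 down with TNP-KLH alone. Over genes with a mean count of at least 10 the authors' p gave 843 and 758 with TNP-LPS, 80 lower with TNP-KLH and 71 and 273 between the antigens, and adjusted by Benjamini-Yekutieli 158 and 219, 55 and 23, and 25 and 96. At an adjusted p under 0.01 edgeR gave 1831 and 870 with TNP-LPS, and 0 and 0 with TNP-KLH and 0 and 0 between the antigens, with 0 up and 0 down in both and 0 up with TNP-KLH alone. Those counts of 0 stand beside 3995 genes with TNP-KLH and 4883 between the antigens at an unadjusted p under 0.05. With only the 2 groups in the fit they were 0 and 0 with TNP-KLH and 13 and 32 between the antigens. With filterByExpr 65 genes were lower with TNP-KLH, and at a mean count of at least 10 72 were, with 72 down in both, 6 up with TNP-KLH alone and 7 up in Fig. 6B.

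Leaving out each library in turn leaves 2 in its group, and it was done only in fits without the block. It gave 2404 to 2913 higher with TNP-LPS, 1238 to 1885 lower with TNP-LPS (lowest without TNP-LPS replicate 2), 0 to 302 higher with TNP-KLH, 0 to 53 lower with TNP-KLH (highest without TNP-LPS replicate 1), 0 to 576 higher and 0 to 272 lower between the antigens (highest without control replicate 2), 0 to 299 up in both, 0 to 52 down in both, and 0 to 3 up and 0 to 1 down with TNP-KLH alone. Without any library except TNP-LPS replicate 1, at most 1 gene was higher and 0 were lower with TNP-KLH. Between the antigens at most 4 genes were called in a direction without any TNP-KLH library or without TNP-LPS replicates 1 or 2, and without control replicate 1 or TNP-LPS replicate 3 both counts, and without control replicate 3 the higher count, moved by more than 1.5 times. Of the named genes' results, 641 lost their call, 37 gained it and 4776 did neither. Without all 3 libraries numbered 2, with 2 replicates per group, the counts were 1743 and 756 with TNP-LPS, 0 and 0 with TNP-KLH and 0 and 0 between the antigens.

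Of 34 lists, 12 were higher and 7 lower with TNP-LPS, 15 and 4 with TNP-KLH, and 11 and 12 between the antigens by camera at a correlation of 0.01. With an estimated correlation these were 3 and 0, 1 and 0, and 3 and 1. By Fisher's exact test 4 were lower with TNP-LPS, 6 higher and 0 lower with TNP-KLH, and 7 higher and 4 lower between the antigens, and at a correlation of 0.05 3 were lower with TNP-LPS, 8 higher and 2 lower with TNP-KLH, and 6 lower between the antigens. List medians centred on all genes kept their direction in 100 of 102 cases, all but the interferon regulatory factors with TNP-LPS (0.00 in place of −0.09) and the DNA replication and cell cycle genes with TNP-KLH (0.01 in place of −0.03), which camera did not call. The correlation of fold changes was 0.735, and 0.812 at a mean count of at least 10, 0.837 at 50, 0.772 from group means + 1, 0.803 from means + 5 and 0.915 over called genes. Copies of a gene had a median correlation of 0.434, 0.536 at a mean count of at least 10 and 0.638 at 50, where 75.6% of pairs had the same sign in place of 70.0%. Fig. 6 fold changes from group means moved by more than their SE in 2 of 132 cases with + 1 and 10 with + 5. By DESeq2 108 calls of named genes were gained and 4 lost, and at a mean count of at least 10 22 were gained and 0 lost. A pseudocount for the counts of called genes was planned for normalized values only and was not run, since the values are counts, and the list counts were not repeated with each library left out. Depth limits genes near the filter, where a fold against a group with 0 reads is a lower bound.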

Differences from the paper's values

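The threshold matches the paper's, a Benjamini-Hochberg adjusted p under 0.05, while the paper used DESeq and edgeR was used here, and counts are taken to differ when they lie more than 1.5 times apart. The authors' p alternatives adjust the authors' own DESeq p-values again, so counts near the paper's follow from that and are no separate check. They were planned over all genes with a p and run over the genes kept. In at least 1 comparison 5323 genes were called against the paper's 1441. Of the alternatives set before the data were examined, the authors' p over the genes kept (1577) and over genes with a mean count of at least 10 (1735) came within 1.5 times of the paper's value, and the others did not (6886 by DESeq2, 5288 with RLE factors, 5673 with filterByExpr, 5114 with no filter, 3915 with only the 2 groups, 10218 with the replicate block, 5716 by edgeR at a mean count of at least 10, 451 by the authors' p with Benjamini-Yekutieli and 3642 to 4747 without single libraries).

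With TNP-LPS 3181 genes were higher against the paper's 684, and 2133 lower against the paper's 646. Set before the data were examined, the authors' p over the genes kept (748 and 709) and at a mean count of at least 10 (843 and 758) came within both of the paper's values, and an adjusted p under 0.01 came within the lower count (870) and not the higher (1831). DESeq2 (3851 and 2890), RLE factors, both other filters, a mean count of at least 10 by edgeR, only the 2 groups, the replicate block, Benjamini-Yekutieli, at least 2-fold and leaving out any single library did not.

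With TNP-KLH 241 genes were higher against the paper's 148, and 37 lower against the paper's 63. For the higher genes, no filter (187), the authors' p over the genes kept (155) and at a mean count of at least 10 (177), all set before the data were examined, came within the paper's value. For the lower genes, filterByExpr (65), a mean count of at least 10 (72), leaving out TNP-LPS replicate 1 (53), and the authors' p over the genes kept (65) and at a mean count of at least 10 (80) did. The remaining alternatives did not, among them DESeq2 (1007 and 417), the replicate block (1918 and 1340), RLE factors (239 and 32), only the 2 groups, Benjamini-Yekutieli, an adjusted p under 0.01, at least 2-fold and leaving out the other libraries.

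Genes up in both comparisons were 238 against the paper's 94, and genes down in both 37 against the paper's 60. Of the alternatives set before the data were examined none came within the first value, and a mean count of at least 10 came within the second (72), while DESeq2 (971 and 403), the replicate block (1723 and 1262), an adjusted p under 0.01 and TNP-LPS at an unadjusted p did not. With TNP-KLH and not TNP-LPS, 3 genes were higher against the paper's 54, and 0 lower against the paper's 3. DESeq2, set before the data were examined, came within the paper's value for the higher genes (36) and not the lower (14), and the replicate block (188 and 77), an adjusted p under 0.01, a mean count of at least 10 (6 and 0) and TNP-LPS at an unadjusted p came within neither. The authors' p over the genes kept, chosen after seeing the values for this overlap, gave 99, 61, 55 and 4, and dropped 0 of the paper's genes up in both, 0 down in both, 2 of those up with TNP-KLH alone and 0 of those down. Of the 1330 genes called with TNP-LPS in the authors' deposited table, edgeR called 1157, and 1329 with the replicate block, and of the 211 with TNP-KLH in the authors' deposited table it called 64, and 206 with the block, with 0 of opposite sign in both comparisons.

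Pattern-recognition receptor genes called against control were 36 against the paper's 13. The authors' p over the genes kept (13) and at a mean count of at least 10 (14), both set before the data were examined, came within 1.5 times of the paper's value, and the others did not (45 by DESeq2, 36 with RLE factors, 39 with filterByExpr, 37 with no filter, 29 with only the 2 groups, 61 with the replicate block, 39 by edgeR at a mean count of at least 10, 6 by the authors' p with Benjamini-Yekutieli and 27 to 35 without single libraries). In Fig. 6C TNP-KLH raised 4 genes against the paper's 13, with no alternative set before the data were examined. DESeq2 (10) and the replicate block (14), chosen after seeing the values, came within the paper's value, and dropped 5 and 1 of the paper's genes.

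The paper reports that the listed receptors for microbial products mostly fell with TNP-LPS and not with TNP-KLH, and that some TLR13 genes fell with TNP-KLH too. Of its 13 genes, edgeR called 12 lower with TNP-LPS, 6 of them lower with TNP-LPS than with TNP-KLH and all 12 with the replicate block, and with TNP-KLH it called 1 lower, where the replicate block called 10. Of the TLR13 genes lowered by TNP-KLH in the authors' deposited table, edgeR called GSONMG00054145001 (log2 fold change −1.99, edgeR adjusted p = 0.0456) and not GSONMG00041579001 (log2 fold change −1.73, edgeR adjusted p = 0.0641, 5.32e-05 with the replicate block, called by DESeq2) or GSONMG00021584001 (log2 fold change −1.72, edgeR adjusted p = 0.116, 2.82e-04 with the replicate block, called by DESeq2). The TLR13-like gene GSONMG00037155001 was higher in its mean with TNP-LPS, at log2 fold change 2.57, edgeR adjusted p = 0.0823, 3.44e-04 with the replicate block, called by DESeq2. TNFα1, which it reports as raised by TNP-KLH, had log2 fold change 2.96, edgeR adjusted p = 0.177, 0.0202 with the replicate block, and TNFα3, raised by both in the paper, was called with TNP-LPS and with TNP-KLH had log2 fold change 1.87, edgeR adjusted p = 0.102, 1.19e-04 with the replicate block, called by DESeq2. For CD40, the paper describes a gene raised by both antigens and another by TNP-KLH alone. For these genes the values were GSONMG00013182001 TNP-LPS log2 fold change 1.93, edgeR adjusted p = 0.0845, 6.67e-07 with the replicate block, called by DESeq2, TNP-KLH log2 fold change 1.69, edgeR adjusted p = 0.330, 7.11e-05 with the replicate block, and GSONMG00049041001 TNP-LPS log2 fold change 2.04, edgeR adjusted p = 0.0620, 2.10e-05 with the replicate block, called by DESeq2, TNP-KLH log2 fold change 1.97, edgeR adjusted p = 0.229, 5.38e-04 with the replicate block, called by DESeq2, and between the antigens log2 fold change 0.06, edgeR adjusted p = 0.989. The 4-1BB genes, called with both in the paper, were called with TNP-LPS and with TNP-KLH had log2 fold change 1.91, edgeR adjusted p = 0.258, 0.00257 with the replicate block, called by DESeq2 (GSONMG00057532001) and log2 fold change 2.06, edgeR adjusted p = 0.259, 4.35e-04 with the replicate block (GSONMG00050654001). The same held for TWEAKR GSONMG00078358001 (TNP-KLH log2 fold change 2.47, edgeR adjusted p = 0.138, 0.00163 with the replicate block, called by DESeq2), while GSONMG00023223001 was called with both. TRAILR3, given opposite trends with a difference between the antigens, had log2 fold change −3.41, edgeR adjusted p = 0.385.

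TRAF2 and TRAF3 are reported as raised by TNP-KLH alone. By edgeR TRAF2 GSONMG00070533001 (TNP-LPS log2 fold change 1.73, edgeR adjusted p = 0.00129) and TRAF3 GSONMG00068560001 (log2 fold change 1.76, edgeR adjusted p = 0.00260) and GSONMG00068562001 (log2 fold change 1.88, edgeR adjusted p = 0.00426) were called with both, and between the antigens they had edgeR adjusted p = 0.895, 0.989 and 1.00. CXCL11 GSONMG00058131001, reported as raised by both and more by TNP-LPS, had TNP-LPS log2 fold change 3.48, edgeR adjusted p = 0.0564, 4.04e-08 with the replicate block, called by DESeq2, TNP-KLH log2 fold change 1.54, edgeR adjusted p = 0.607, 1.65e-04 with the replicate block and between the antigens log2 fold change 1.94, edgeR adjusted p = 0.429, 6.43e-05 with the replicate block. CCR8 GSONMG00061752001, reported as lowered by TNP-KLH, had log2 fold change −4.57, edgeR adjusted p = 0.287, 0.0491 with the replicate block, and CXCR3 GSONMG00064385001, raised by both in the paper, was called with TNP-LPS and with TNP-KLH had log2 fold change 1.94, edgeR adjusted p = 0.178, 8.72e-04 with the replicate block, called by DESeq2. The CC chemokine that the paper shows as lowered, GSONMG00017873001, had TNP-LPS 0.0551 as edgeR adjusted p, and 2.32e-04 with the replicate block.

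Reported as lowered by TNP-LPS, the IL17 receptor gene GSONMG00043087001 rose (log2 fold change 2.54, edgeR adjusted p = 0.00260), and the G-CSF receptor GSONMG00047802001 had log2 fold change −2.08, edgeR adjusted p = 0.310, 2.91e-04 with the replicate block. The IL7 receptor GSONMG00081556001, which the paper's text gives as raised by TNP-LPS and its Fig. 6B as lowered, was lower in its mean (log2 fold change −2.43, edgeR adjusted p = 0.122, 0.00112 with the replicate block, called by DESeq2). Reported as raised by TNP-LPS, IL12 GSONMG00019978001 had log2 fold change 1.93, edgeR adjusted p = 0.339, 4.70e-05 with the replicate block, while IL34 and IL1β were called as the paper states. Of the genes given to TNP-KLH alone, the IL3 receptor GSONMG00025612001 was called with both (TNP-LPS log2 fold change 2.84, edgeR adjusted p = 0.00574), and the IL31 receptor GSONMG00030507001 (log2 fold change 1.74, edgeR adjusted p = 0.354, 1.44e-04 with the replicate block) and IL1β GSONMG00005489001 (log2 fold change 3.12, edgeR adjusted p = 0.474, and by no alternative run here) were not called. Of those given to both, IL10R and the other IL3 receptor genes were called with both, and with TNP-KLH IL1β GSONMG00016453001 had log2 fold change 4.35, edgeR adjusted p = 0.271, 0.0389 with the replicate block and IL21R GSONMG00034639001 log2 fold change 2.32, edgeR adjusted p = 0.0940, 8.10e-06 with the replicate block, called by DESeq2. The CISH genes, reported as raised by TNP-KLH, had log2 fold change 2.98, edgeR adjusted p = 0.210, 0.00291 with the replicate block, called by DESeq2 (GSONMG00047007001) and at least 18.0-fold more than 0 counts in controls, on a floor of 3 counts over the group, with edgeR adjusted p = 0.175, 0.00623 with the replicate block (GSONMG00074125001), and SOCS3 GSONMG00059210001, raised by both in the paper, had TNP-LPS log2 fold change 1.73, edgeR adjusted p = 0.267, 3.14e-05 with the replicate block and TNP-KLH log2 fold change 2.48, edgeR adjusted p = 0.321, 9.88e-06 with the replicate block.

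The paper names a gene it writes as IRF44 as lowered by TNP-KLH, where its figure lists IFI44 genes. Of 6 IFI44 genes, edgeR called 0 with TNP-KLH, 5 had means above control, and the replicate block and the authors' deposited table called these 5 higher, among them GSONMG00018659001 (log2 fold change 1.78, edgeR adjusted p = 0.677, 0.00158 with the replicate block). For IRF8 the paper reports a difference between the antigens, and the values were log2 fold change −1.78, edgeR adjusted p = 0.123, 8.96e-04 with the replicate block, called by DESeq2 (GSONMG00053614001) and log2 fold change −1.52, edgeR adjusted p = 0.157, 2.01e-04 with the replicate block, called by DESeq2 (GSONMG00056441001). Of the matrix genes that it gives as strongly lowered by TNP-LPS, tenascins, thrombospondin-1 and collagen were called, and VWF GSONMG00000126001 had log2 fold change −3.36, edgeR adjusted p = 0.0569, 1.55e-06 with the replicate block, called by DESeq2. The genes eIF4E GSONMG00070171001 and PCK1 GSONMG00059643001, given to TNP-LPS alone, were called with TNP-KLH too (log2 fold change 1.31, edgeR adjusted p = 0.0359, and log2 fold change 1.3003, edgeR adjusted p = 0.0364) and were higher with TNP-LPS than with TNP-KLH (log2 fold change 1.10, edgeR adjusted p = 0.0281, and log2 fold change 1.42, edgeR adjusted p = 0.0235). AKT1 GSONMG00019402001 and MYC GSONMG00068469001, raised by both in the paper, were called with TNP-LPS and with TNP-KLH had log2 fold change 1.79, edgeR adjusted p = 0.0566, 0.00105 with the replicate block, called by DESeq2, and log2 fold change 1.73, edgeR adjusted p = 0.0727, 7.27e-05 with the replicate block, called by DESeq2.

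Genes with the same description are reported as highly correlated. Over all genes kept the median correlation of a pair was 0.434, and over the genes of Table S2 it was 0.954. The paper reads the genes called with TNP-KLH alone as a response of a different kind. Of these 56 genes 0 differed between the antigens by edgeR (8 at an unadjusted p under 0.05), and 18 with the replicate block.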

Other observations

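The tests of explanations below were all chosen after the results were seen. TNP-LPS raised cathepsin D and stabilin-2, proteins of lysosomes and of scavenging of cell debris, and lowered the lectin CD209-D, the keratin 8 gene and the kinase STK10, which controls lymphocyte adhesion. Cathepsin D (GSONMG00067881001) stood at 13.8 ± 2.07 CPM in controls, 23.3 ± 6.91 with TNP-KLH and 65.3 ± 24.1 with TNP-LPS (mean ± SD, n = 3; TNP-LPS log2 fold change 2.24, edgeR adjusted p = 0.00122), and stabilin-2 (GSONMG00005860001) had log2 fold change 1.49, edgeR adjusted p = 0.0118. CD209-D (GSONMG00073428001), a lectin of antigen-presenting cells, had log2 fold change −2.11, edgeR adjusted p = 3.37e-04, and keratin 8 (GSONMG00081033001), a filament of simple epithelia, log2 fold change −6.35, edgeR adjusted p = 0.00436. STK10 (GSONMG00053933001) stood at 29.1 ± 5.95 CPM in controls, 32.4 ± 20.4 with TNP-KLH and 2.62 ± 0.192 with TNP-LPS, with TNP-LPS log2 fold change −3.47, edgeR adjusted p = 6.45e-04 and between the antigens log2 fold change −3.63, edgeR adjusted p = 0.0157, a direct call lost without TNP-KLH replicates 1 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.0766). CNRIP1 (GSONMG00072947001), a partner of the cannabinoid receptor, was lower with TNP-LPS than with TNP-KLH too (log2 fold change −3.43, edgeR adjusted p = 0.0235), a call lost without TNP-KLH replicates 1, 2 or 3 or TNP-LPS replicates 1 or 2 (highest edgeR adjusted p = 0.107). CDK5R1 (GSONMG00079743001), an activator of the kinase CDK5, and MAP7D1 (GSONMG00022556001), a microtubule protein, fell with TNP-LPS (log2 fold change −6.18, edgeR adjusted p = 0.00216, and log2 fold change −5.86, edgeR adjusted p = 0.00221). The genes described as TNFAIP8L2, a brake on immune receptors, split with TNP-LPS. GSONMG00029128001 fell (log2 fold change −2.41, edgeR adjusted p = 8.17e-04) and GSONMG00052804001 rose (log2 fold change 1.099, edgeR adjusted p = 0.00541).

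TNP-LPS raised the genes for NRF2 and thioredoxin reductase 1, which belong to the defence against oxidants. NRF2 (GSONMG00046250001), the transcription factor that switches on this defence, stood at 40.5 ± 24.4 CPM in controls, 135 ± 18.0 with TNP-KLH and 138 ± 2.19 with TNP-LPS (TNP-LPS log2 fold change 1.77, edgeR adjusted p = 0.0192; TNP-KLH log2 fold change 1.73, edgeR adjusted p = 0.102, or 0.00106 with the replicate block), its TNP-LPS call lost without TNP-LPS replicate 2 (highest edgeR adjusted p = 0.0510). Thioredoxin reductase 1 (GSONMG00081060001), its target, had TNP-LPS log2 fold change 1.42, edgeR adjusted p = 0.00251 and TNP-KLH log2 fold change 1.12, edgeR adjusted p = 0.0591, or 9.18e-04 with the replicate block. KEAP1 (GSONMG00019673001), which marks NRF2 for breakdown, had TNP-LPS log2 fold change 0.92, edgeR adjusted p = 0.0776, or 2.73e-04 with the replicate block, TNP-KLH log2 fold change 1.55, edgeR adjusted p = 0.0595, or 5.40e-05 with the replicate block, and between the antigens log2 fold change −0.63, edgeR adjusted p = 0.388, or 0.0137 with the replicate block. The IL18 receptor accessory protein (GSONMG00029719001) rose with TNP-LPS (log2 fold change 3.36, edgeR adjusted p = 0.0233), a call lost without control replicate 1 or TNP-LPS replicates 2 or 3 (highest edgeR adjusted p = 0.0896).

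Markers of other cells were listed before the counts were examined, when the paper's called genes had been seen. Those of erythrocytes and thrombocytes are weighed below. Of the endothelium and stroma markers, edgeR called 2 of 33 higher, stabilin-2 and collagen alpha-1(I) (GSONMG00041445001, log2 fold change 1.86, edgeR adjusted p = 0.0291, lost without control replicates 1, 2 or 3 or TNP-LPS replicates 2 or 3, highest edgeR adjusted p = 0.107), and 1 lower with TNP-LPS, stabilin-1 (GSONMG00024255001, log2 fold change −2.28, edgeR adjusted p = 0.0414, kept only without control replicate 3 or TNP-KLH replicate 2, highest edgeR adjusted p = 0.134), and with TNP-KLH called 0 of 33 by edgeR (1 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 1 and 0 with the replicate block). Muscle markers gave 0 of 70 by edgeR (3 at an unadjusted p under 0.05, 0 higher and 2 lower by DESeq2, 0 and 3 with the replicate block) with TNP-LPS, and 0 of 70 by edgeR (3 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 0 and 0 with the replicate block) with TNP-KLH. For the T and NK cell markers with TNP-KLH the call was 0 of 23 by edgeR (2 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 0 and 2 with the replicate block), for monocytes and macrophages 0 of 66 by edgeR (5 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 2 and 1 with the replicate block), and for thrombocytes 0 of 25 by edgeR (5 at an unadjusted p under 0.05, 0 higher and 2 lower by DESeq2, 0 and 5 with the replicate block) with limma's camera adjusted p = 2.76e-04 and adjusted p = 0.388 with an estimated correlation, and for the neutrophils 1 of 14 was higher and 0 lower, and 1 and 3 with the replicate block. The list of IgT B cell markers held 0 measured genes, so it gave no result.

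Erythrocyte genes were lower in their median with TNP-LPS, at log2 fold change −3.44 over 28 genes, and at −1.44 with TNP-KLH (called 0 of 28 by edgeR, with 0 at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2, 0 and 1 with the replicate block, limma's camera adjusted p = 0.0424 and adjusted p = 0.742 with an estimated correlation), though edgeR called 1 of them with TNP-LPS, the erythroid transcription factor GATA1 (GSONMG00003939001, log2 fold change −4.52, edgeR adjusted p = 0.0297, lost without control replicate 2 or TNP-LPS replicates 1, 2 or 3, highest edgeR adjusted p = 0.107), and 24 with the replicate block (limma's camera adjusted p = 0.0100, and 0.793 with an estimated correlation). These markers were listed beforehand and the sort on IgM would remove erythrocytes, while hemoglobin genes took 0.703% of counts in control replicate 2, 0.228% in TNP-KLH replicate 2 and 0.0366% in TNP-LPS replicate 2 against at most 0.0269% elsewhere, and 23 of the 28 list members are in the study's Table S2. A candidate explanation is a carry-over of erythrocytes in different numbers. The log2 ratio of 9 other erythroid genes to the 19 hemoglobin genes had an SD of 1.02 over the 9 libraries, against 2.56 for hemoglobin alone, which leaves it open. Without the 3 libraries numbered 2 the median was −0.45, so the share of these libraries in the pattern stays open too, and so does an effect of the antigens on erythroid genes, which was not tested.

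Some thrombocyte and matrix genes were lower with TNP-LPS, with 9 of 25 genes of a thrombocyte list written beforehand called, 14 with the replicate block, the most abundant member, integrin beta-3 (GSONMG00023039001), at 49.0 CPM in controls and 18.1 with TNP-LPS. Fewer thrombocytes in the sorted cells, which the IgM gate would also remove, would lower von Willebrand factor and other thrombocyte genes alike if thrombocytes were their only source. The log2 ratio of the summed counts of 7 VWF genes to 18 other thrombocyte genes changed by −1.78 with TNP-LPS (SD 0.66, with −2.22, −1.02 and −2.09 for numbers 1, 2 and 3) and by 1.03 (SD 0.35) with TNP-KLH. This argues against that as the whole cause only if thrombocytes are the sole source of these genes, which was not tested. Abundant members weigh most in the sums. Members shared by the lists do not make up the whole matrix pattern. Of the 182 matrix genes outside the thrombocyte list 23 were lower, 39 with the replicate block, and 2 higher, with a median of −0.89. Genes outside that list may still come from thrombocytes or other cells, so this count cannot tell whether fewer of them were sorted. In all, 10 of the 25 thrombocyte genes are in Table S2, and 12 are also matrix genes. An effect of TNP-LPS on these genes in B cells stays open as a hypothesis, and so does a mixture of other cells.

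Genes that the authors call with TNP-KLH and not with TNP-LPS were weighed as a difference between the antigens against the same change in both. Of the 56 genes 96.4% had the same sign with TNP-LPS, but in simulations of unchanged groups the 56 genes with the smallest TNP-KLH p had it in 78.6 to 98.2% of cases because of the shared controls. In simulations that also keep the pairing of the numbers it was 83.9 to 98.2% by edgeR and 89.3 to 100% with the replicate block. So this share leaves the same change in both open. Against no change with TNP-LPS for the set as a whole, 42 were called with TNP-LPS in the same direction in the fit with the replicate block and 14 by edgeR without it, where in 20 simulations of unchanged groups that keep the pairing of the numbers 11 to 27 and 0 to 5 of as many genes reached the same unadjusted p in the same fits. For the remaining 14, 7 were called in the direct comparison with the block and 0 by edgeR without it, with median log2 fold changes of 1.84 with TNP-KLH and 0.90 with TNP-LPS, so for these genes no change with TNP-LPS stays open. The genes were chosen on these libraries, which leaves part of the difference to selection.

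The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. By edgeR, as many genes as the real split called were called in 1 of 10 splits, the real one, for TNP-LPS against control (5314 genes, highest other 0), in 1 for TNP-KLH against control (278 genes, highest other 0) and in 1 for TNP-LPS against TNP-KLH (909 genes, highest other 0). The real split is among 4 that part all 3 numbered pairs, and the other 3 of these called 0 genes in each comparison, as did the 6 that keep some pairs together.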
